# Environment-Dependent Heterosis and Transgressive Gene Expression in Reciprocal Hybrids between the Channel Catfish *Ictalurus punctatus* and the Blue Catfish *Ictalurus furcatus*

**DOI:** 10.3390/biology11010117

**Published:** 2022-01-12

**Authors:** Haolong Wang, Timothy J. Bruce, Baofeng Su, Shangjia Li, Rex A. Dunham, Xu Wang

**Keywords:** heterosis, heterobeltiosis, environment, RNA-Seq, transcriptomics, transgressive genes, aquaculture

## Abstract

**Simple Summary:**

The hybrid catfish, generated by crossing female channel catfish and male blue catfish, has occupied the majority of the market share due to superior performance in growth rate, yield, and disease resistance in pond culture. However, we found that channel catfish have the best growth performance in tank units of smaller size, indicating that the heterosis is environment-dependent. To investigate the mechanisms of this intriguing phenomenon, hematological assays and transcriptome analysis were performed in the parental species and hybrid crosses. Lower levels of innate immunity activity, stress, as well as lowered blood glucose/lactate were found in channel catfish, which are associated with superiority in growth. Functional enrichment analysis revealed that genes involved in fatty acid metabolism/transport pathways are significantly upregulated in channel catfish. The results provide insights into the molecular mechanisms of heterosis and will inform the development of new strategies for genetic enhancement through hybrid breeding.

**Abstract:**

The hybrid between female channel catfish (*Ictalurus punctatus*) and male blue catfish (*Ictalurus furcatus*) is superior in feed conversion, disease resistance, carcass yield, and harvestability compared to both parental species. However, heterosis and heterobeltiosis only occur in pond culture, and channel catfish grow much faster than the other genetic types in small culture units. This environment-dependent heterosis is intriguing, but the underlying genetic mechanisms are not well understood. In this study, phenotypic characterization and transcriptomic analyses were performed in the channel catfish, blue catfish, and their reciprocal F_1_s reared in tanks. The results showed that the channel catfish is superior in growth-related morphometrics, presumably due to significantly lower innate immune function, as investigated by reduced lysozyme activity and alternative complement activity. RNA-seq analysis revealed that genes involved in fatty acid metabolism/transport are significantly upregulated in channel catfish compared to blue catfish and hybrids, which also contributes to the growth phenotype. Interestingly, hybrids have a 40–80% elevation in blood glucose than the parental species, which can be explained by a phenomenon called transgressive expression (overexpression/underexpression in F_1_s than the parental species). A total of 1140 transgressive genes were identified in F_1_ hybrids, indicating that 8.5% of the transcriptome displayed transgressive expression. Transgressive genes upregulated in F_1_s are enriched for glycan degradation function, directly related to the increase in blood glucose level. This study is the first to explore molecular mechanisms of environment-dependent heterosis/heterobeltiosis in a vertebrate species and sheds light on the regulation and evolution of heterosis vs. hybrid incompatibility.

## 1. Introduction

Interspecific hybrids are formed by crossing two distinct species. The hybrid offspring are sometimes superior in yield, size, growth rate, strength, fertility, or longevity traits than their parents. This phenomenon was first reported by Charles Darwin [1], and it is described by the following three terms depending on which trait it is referring to and how it is calculated: (1) hybrid vigor, when referring to fitness or reproductive traits leading to increased output of offspring [2]; (2) heterosis, the superiority of hybrids in production traits over the parental mean, which is measured by the average of the reciprocal F1s minus the parental mean divided by the parental mean; (3) heterobeltiosis, a special case of heterosis when the hybrids’ traits exceed the best performing parent [3], which is also known as Dunham’s practical heterosis [4,5]. In agricultural practices, many plant and animal breeds exhibit heterosis through breeding practices [6]. One of the most successful applications of selective breeding is the crossbred maize (*Zea mays*), with a higher grain yield [7]. In mammals, the benefits of heterosis are significant. For instance, post-weaning body weight gain in cattle increased by 1.49 kg in the hybrid of Continental (*Bos taurus*) × Zebu (*Bos indicus*) and by 14.68 kg in the British (*Bos taurus*) × Zebu (*Bos indicus*) hybrids [8]. For fertility traits, hybrid vigor was around 10–25% in crossbred dairy cattle [9]. Sheep survival was improved from 8.8% to 14.6% by crossbreeding among 14 different breeds [10]. In poultry, bodyweight at different development stages and egg production in F1 crossbred chicken were increased by 3.76–22.33% and 8.25%, respectively [11].

From an evolutionary perspective, the formation of new species occurs as populations diverge. Before speciation, there is a short period (heterosis phase) in which hybrid fitness is higher than that of the two parental species [12]. Thus, hybrid vigor may facilitate speciation by increasing adaptation to hostile environments, which has important implications in evolution and speciation. Variations in adaptive traits are heavily influenced by changes in gene expression [13]. Cumulative genetic variation and stabilizing selection of gene expression lead to coevolution, and thus molecular functions are preserved [14]. Crosses between species can disturb this coevolution and result in hybrid incompatibility (also called genetic incompatibility) [15]. In the hybrids, the expression level of most genes is close to the mid-parent value (additive effect) or near the level of one parent (dominance or partial dominance). Hybrid incompatibility is the manifestation of gene expression misregulation, resulting in expression levels higher (positive overdominance) or lower (negative overdominance) than both parental species [16]. Genetic loci with such expression patterns are called transgressive genes [17], which directly contribute to the superior phenotypes in heterosis or misregulation of gene expression in the hybrid breakdown or outbreeding depression [18].

The effect of gene expression regulation is often asymmetric in the two reciprocal F_1_ hybrid crosses. For example, gene regulatory evolution studies on frogs (crosses from *Xenopus laevis* and *X. muelleri*) [19], fish (reciprocal crosses among centrarchid species) [20], and bird (zebra finch subspecies) [21] showed asymmetric patterns of heterobeltiosis in one but incompatibility in the other reciprocal hybrids. The reduction in the fitness of hybrids is generally caused by Dobzhansky–Muller incompatibilities in the evolution field [22]. For example, the interaction between Lethal hybrid rescue (*Lhr*) and Hybrid male rescue (*Hmr*) in F_1_ hybrid males leads to lethality in the interspecific crosses between *Drosophila melanogaster* and *D. simulans* [23]. Interestingly, the genetic diversity between two parental species has a considerable effect on the performance of hybrid offspring. As the genetic distance increases, stronger heterosis effects may be observed in some cases [24]. However, when the two parental species are too distantly related, detrimental effects surpass heterosis, resulting in genetic incompatibility [25]. A further study shows the advantage of heterobeltiosis is partially countered by the disadvantage of genetic incompatibility [26].

Although the phenomenon of heterosis has been reported for more than a century, the underlying genetic mechanisms are still poorly understood. Three theories about heterosis have been proposed, which were widely discussed and debated: (1) Dominance hypothesis, the dominant allele suppresses the expression of the recessive allele according to Mendel’s theory [27]. The deleterious effects from recessive alleles carried by parental gametes were suppressed, and only the effects of beneficial dominant alleles were maintained; (2) Overdominance hypothesis, the expression of heterozygotes outperformed the highest parental expression values [28]; (3) Epistatic hypothesis, gene or allele interactions are existing and result in two conditions of epistasis: positive epistasis which causes the phenotype to be better than predicted, and negative epistasis in which performance is lower than expected. Positive epistatic interactions between non-allelic genes were thought to contribute to heterosis [29,30]. According to studies on gene transcription, expression differences between hybrid progeny and the parents, especially non-additive expression, contribute to heterosis [31]. However, existing theories of genetics basic do not give a unified explanation for both heterosis and hybrid incompatibility, which appear to be contradictory [32]. To understand the underlying genetic mechanisms, additional studies in different hybrid systems are needed.

Interspecific hybridization can mix genetic materials from two different species, which was proven to be an effective way to increase phenotypic variability and achieve genetic improvement in F_1_s [33]. In the breeding of aquatic species, interspecific hybridization, and crossbreeding within species have been applied as an effective means of genetic enhancement in a few cases. For example, crossbreeding has successfully improved the genetic stocks of common carp [34]. The sturgeon aquaculture industry was greatly promoted by the interspecific cross of Beluga (*Huso huso*) and sterlet (*Acipenser ruthenus*) because the hybridization reduced the sexual maturity time from 20 years to 6–9 years [35,36]. The growth rate of interspecific hybrids between the black drum (*Pogonias cromis*) and red drum (*Sciaenops ocellatus*) was significantly higher than both parents [37]. Hybrid progenies of the red abalone (female *Haliotis rufescens*) and the pink abalone (male *H. corrugate*) have significantly elevated growth and survival during conditions of thermal stress (22 °C) [38]. Hybrid striped bass was found to be superior in survival rate than the two parent species, white bass (*Morone chrysops*) and striped bass (*Morone saxatilis*). The hybrid bass has an intermediate growth rate (better than white bass) and thermal tolerance (better than stripe bass), and it is preferred for aquaculture [39]. Thus, aquaculture can greatly benefit from heterobeltiosis or overall greater performance in controlled hybridizations, allowing producers to use these enhanced attributes to increase production metrics and yields.

As the largest finfish aquaculture in the US [40], catfish accounts for 70% of total US freshwater production, and it is one of the most successful examples of the application of heterosis in aquaculture. Researchers evaluated 42 different interspecific ictalurid catfish hybrids by crossing two distinct species. Only the combination of channel catfish (*Ictalurus punctatus*) female × blue catfish (*Ictalurus furcatus*) male (C×B hybrid) has superior feed conversion efficiency [41,42], higher carcass yield [43], better tolerance to low oxygen [44], improved disease resistance [45], and enhanced harvestability [46] to market size. Collectively, these characteristics exhibiting heterobeltiosis enable a commercial production rate of 13,000 kg ha^−1^, which doubles the yield of traditional channel catfish farming [42,47,48]. Nowadays, the C×B hybrid catfish constitutes more than 50% of the total catfish harvest in the US [49].

In this study, the characteristics in C×B hybrid were found to be not heterotic in tank culture. Instead, the channel catfish parent was the superior genetic type in the aquarium environment. This finding suggested that the C×B heterobeltiosis was only observed in pond culture, which was an instance of environment-dependent heterobeltiosis/incompatibility. This phenomenon was previously reported in *Drosophila*, in which hybrid heterosis was higher in optimal density than in a crowded environment, and much higher at a lower than optimal temperature [50]. To understand the molecular basis of environment-dependent heterosis, growth-related morphometric traits were measured, including total length, standard length, body depth, body weight, head length, head depth, head width, and caudal depth, as well as physiological and immune parameters in channel catfish, blue catfish, and their reciprocal crosses under the tank culture. Liver transcriptome analyses were conducted to identify differentially expressed and transgressive genes, which provide insights into the molecular basis of environment-dependent heterosis.

## 2. Materials and Methods

### 2.1. Fish Maintenance and RNA-Seq Sample Collection

All experimental animal protocols, including animal care and tissue sample collections, were approved by the Auburn University Institutional Animal Care and Use Committee (AU-IACUC). Blue catfish (PB), channel catfish (PC), B×C hybrid catfish (F_1_BC), and C×B hybrid catfish (F_1_CB) were reared at the Auburn University Fish Genetics Research Unit (Auburn, AL, USA; Figure 1A). The indoor unit has a recirculatory aquaculture system (RAS) equipped with mechanical and biological filters to clean and recycle rearing water to the fish culture tanks. Dissolved oxygen was maintained above 5 mg L^−1^, pH between 7.0 and 7.3, and water temperatures between 25 and 27 °C. One hundred fish from each group were maintained in separate 60 L rectangular tanks. At 12 months of age, two randomly selected fish from each genetic type were euthanized with buffered tricaine methanesulfonate (MS-222, Syndel Inc., Ferndale, WA, USA) for RNA-seq experiments. Liver tissues were immediately dissected, flash-frozen in liquid nitrogen, and stored in a − 80 °C freezer.

### 2.2. Morphometric Measurements

Six fish (fingerlings in July 2020) were randomly selected from each genetic type, and morphometric traits were measured at 10 months of age, including total length, standard length, body depth, body weight, head length, head depth, head width, and caudal depth (Figure 1B). Statistical significance among PB, PC, F_1_BC, and F_1_CB was assessed using the non-parametric Mann–Whitney U test. The significant *p*-value was shown by using asterisk rating system: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

### 2.3. Biochemical and Immunological Assays

At 10 months of age, six fish for each genetic type (PB, PC, F_1_BC, and F_1_CB) were randomly selected. The total length of the fish ranged from 11.9 to 18.4 cm. Catfish were anesthetized with buffered MS-222 (100 mg L^−1^), and blood samples were collected from the caudal vasculature with BD U-100 syringes and transferred to lithium heparin-containing blood collection tubes (Becton Dickinson and Company, Franklin Lakes, NJ, USA). To obtain plasma, blood samples were immediately centrifuged at 1000× *g* for 10 min. Plasma glucose concentration was determined using Liquid Glucose (Oxidase) Reagent Set (Pointe Scientific Inc, Canton, MI, USA) using a 450 nm wavelength, with an input of 10 µL plasma per replicate. Lactate level was quantified by the Lactate (Liquid) Reagent Set (Pointe Scientific Inc, Canton, MI, USA) using a 595 nm wavelength and a sample input volume of 10 µL plasma per replicate. Lysozyme activity was determined based on the lysis of lysozyme-sensitive Gram-positive bacterium *Micrococcus lysodeikticus* (Sigma, St. Louis, MO, USA) by lysozyme present in the plasma according to Sankaran and Gurnani [51]. A total of 10 μL plasma was used as input, and 250 μL of bacterial cell suspension was added. The initial and final (after 30 min incubation at 37 °C) absorbances of the samples were measured at 450 nm. The rate of reduction in absorbance of samples was converted to lysozyme concentration (μg mL^−1^) using a standard curve. Alternative complement hemolytic activity (ACH50) was detected following a microplate protocol previously described by Welker [52]. The input of plasma was 25 µL per replicate, and the absorbance of the samples was measured at 405 nm.

### 2.4. Total RNA Extraction, RNA-Seq Library Preparation, and Sequencing

Two biological replicates were included for each of the four genetic types at 12 months of age (PB, PC, F_1_BC, and F_1_CB). RNA extraction was conducted using AllPrep DNA/RNA Mini Kit (Qiagen, Redwood City, CA, USA) following the manufacturer’s protocol. RNA concentrations were quantified using a NanoDrop OneC Microvolume Spectrophotometer (Thermo Scientific, Waltham, MA, USA). The RNA integrity was evaluated with the LabChip GX Touch HT (PerkinElmer, Hopkinton, MA, USA). The RNA library preparation was performed using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs, Ipswich, MA, USA) with 1 µg of total RNA input. Purified mRNA samples were fragmented for 10 min at 94 °C. The first-strand cDNA synthesis, second-strand cDNA synthesis, end repair, and adaptor ligation were performed according to the manufacturer’s protocol. The library PCR amplification was performed with 16 cycles. The average size of the RNA libraries was approximately 350 bp (including the sequencing adapters). The RNA sequencing libraries were checked using the LabChip GX Touch HT (PerkinElmer, Hopkinton, MA, USA) and quantified using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). The libraries were sequenced using a 2 × 150 Paired-End configuration in an Illumina NovoSeq 6000 lane at Novogene (Novogene Corporation Inc., Sacramento, CA, USA).

### 2.5. RNA-Seq Data Analysis and Identification of Differentially Expressed Genes among Channel Catfish, Blue Catfish, and Their Reciprocal F1 Hybrids

The quality of raw sequence data was checked by FastQC (version 0.11.5) [53]. Low-quality base and adapter sequences were trimmed by Trimmomatic (version 0.36) with default parameters [54]. Trimmed reads of 30 bp or longer were retained and mapped to the channel catfish reference genome [55] using TopHat (version 2.1.1) [56]. BedTools (version 2.29.0) [57] was used to quantify read counts that mapped to gene models. Differentially-expressed genes (DEGs) among four genetic types were identified using the edgeR package in R (version 3.6.3) [58]. The expression values of each gene were calculated as Reads Per Kilobase of transcript, per Million mapped reads (RPKM). Adjusted *p*-values were computed using the Benjamini and Hochberg method [59] with a threshold of 0.05. The thresholds for detecting significant DEGs were |log2FC (fold change)| > 1.5 and an adjusted *p*-value < 0.05.

### 2.6. Gene Ontology and Functional Enrichment Analysis for DEGs among PC, PB, and Reciprocal Hybrids F_1_BC and F_1_CB

For the DEGs from each pairwise comparison, Gene Ontology (GO) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enrichment analysis were performed by Metascape [60] with default parameters. The gene IDs were determined according to the homology to zebrafish annotations. GO analyses on biological processes, cellular components, and molecular functions were performed at an adjusted *p*-value cutoff of 0.01.

### 2.7. Identification and Functional Pathway Analysis of Transgressive Genes in Reciprocal F_1_ Hybrids

Transgressive genes were identified as genes with F_1_ hybrid expression levels at least 20% higher (or lower) than that in both parents (blue catfish and channel catfish). These transgressive genes were further classified into concordant and discordant transgressive genes based on the expression pattern in the reciprocal hybrids. Genes with higher (or lower) expression levels than the channel (PC) and blue catfish parents (PB) in both reciprocal hybrids (F_1_BC and F_1_CB) are defined as concordant transgressive genes, and the remaining genes are discordant. Among the discordant genes, the Discordant I category includes genes that are only transgressive in one hybrid cross but not the other. Discordant II genes show the opposite directions in the expression level in reciprocal F_1_ hybrids. These three subtypes of transgressive genes and transgressive genes in F_1_BC or F_1_CB hybrid catfish were subject to GO term and KEGG pathway enrichment analyses using Metascape. All analyses are carried out based on the knowledge base associated with the zebrafish at an adjusted *p*-value cutoff of 0.01.

### 2.8. Quantitative Reverse Transcription PCR Validation of DEGs and Transgressive Genes

A 400 ng aliquot of total RNA from each liver sample was reverse-transcribed using the LunaScript^®^ RT SuperMix Kit (New England BioLabs, Ipswich, MA, USA) with Oligo dT Primer in a 20 µL reaction, according to the manufacturer’s instructions. Six candidate genes were selected to be verified from DEGs and transgressive genes. Primer sequences were designed using the Oligo 7.0 software (Molecular Biology Insights Inc., Cascade, CO, USA). The primers were synthesized by Eurofins (Eurofins Genomics LLC., Louisville, KY, USA), and the amplification performance was checked by agarose gel electrophoresis. The qRT-PCR was performed in 96-well plates on a Bio-Rad C1000 Touch Thermal Cycler with CFX96 Real-Time PCR Detection Systems (Bio-Rad Laboratories, Hercules, CA, USA). The PCR reaction was performed in 20 µL systems using Luna^®^ Universal qPCR Master Mix (New England BioLabs, Ipswich, MA, USA). Each well contained 10 µL of Luna Universal qPCR Master Mix, 8 µL of nuclease-free water, 0.5 µL of each primer (10 µmol/L), and 1 µL of cDNA template. The reaction conditions were 95 °C for 60 s, followed by 40 cycles at 95 °C for 15 s and 60 °C for 30 s. After PCR amplification, a melting curve was generated by heating from 65 to 95 °C with 0.5 °C increments, 3 s dwell time, and a plate read at each temperature. All qRT-PCR assays were carried out with two technical replicates.

### 2.9. Statistical Analysis

For morphometric measurements, the one-way analysis of variance (ANOVA) was conducted to test for differences among four types of catfish. A Tukey post hoc test was carried out to compare morphometric measurements and hematological parameters (glucose, lysozyme, lactate, and ACH50) between genetic types. Mann–Whitney U test was used to compare morphometric data, hematological parameters level, and gene expression level measured by qRT-PCR for pairwise comparisons of two genetic types in the main figures. Statistical significances were determined at the *p* < 0.05 level.

## 3. Results

### 3.1. Environment-Dependent Heterobeltiosis—Channel Catfish Is Superior in Aquarium Culture

Channel catfish female × blue catfish male cross displayed a series of heterobeltiosis characteristics in pond culture [42]. To investigate whether the heterosis pattern holds in aquarium culture, we measured eight morphometric traits (Table S1 and Data S1) of 10-month old fish for each of the four genetic types (PB, PC, F_1_BC, and F_1_CB). The body weight of the channel catfish (41.3 g) was 2~3 fold higher than the other three genotypes (14.4 g, 19.5 g, and 23.3 g in PC, F_1_BC, and F_1_CB), indicating the channel catfish was superior in growth (*p* < 0.01; Figure 1C). Total length and standard length were also measured (Figure 1D,E), and channel catfish grew significantly faster in length than blue catfish and the reciprocal hybrids within 10 months of age in tank culture (*p* < 0.01). The head shape metrics (head length, head width, and head depth) and caudal depth showed the same pattern (*p* < 0.01; Figure 1F–I), which were known to be highly correlated. There was also a trend of wider body depth in channel catfish (2.83 ± 0.65 cm) than PC, F_1_BC, and F_1_CB, but the results did not achieve statistical significance (*p* > 0.05; Figure 1J).

When the body metrics were standardized by total length (TL), PB was significantly higher than F_1_BC (adjusted *p*-value < 0.05, Mann–Whitney U test; Figure S1) in all six body metrics (standard length, body depth, head length, head width, head depth, and body weight). PB also had a slightly elevated standard length/TL than all three other genetic types, and an increased head length/TL than F_1_CB (Figure S1). All other pairwise comparisons of normalized body shape parameters were not significant. As shown in the radar chart, the values of seven body metrics in channel catfish were higher than the three other genetic types (Figure S2). The results clearly demonstrated that heterosis in growth was not observed in C×B hybrid as expected in the pond environment, and channel catfish was the superior genomic configuration in tank culture.

### 3.2. Low Level of Innate Immunity and Complement Activities in Channel Catfish Raised in the Aquarium Environment

Lysozyme activity is a key index used to evaluate fish innate immune system activity [61]. Channel catfish plasma lysozyme activity was ~24-fold lower than blue catfish (*p* = 0.004), ~6-fold lower than the C×B hybrid (*p* = 0.008), and 2.4-fold lower than the B×C hybrid (*p* = 0.012; Figure 2A, Table S2, and Data S2). The complement system is an important component of the innate immune system, enhancing the ability to clear microbes and foreign cells [62], and the alternative pathway of this system is commonly measured. Blue catfish had the highest ACH50, 11-fold higher than channel catfish (*p* = 0.016; Figure 2B, Table S2, and Data S2). The reciprocal F_1_ hybrids were near the mid-parent value (Figure 2B, Table S2, and Data S2).

### 3.3. Transgressive Effects in Metabolism—F_1_ Hybrids Have Significantly Higher Blood Glucose Lactate Levels Than both Channel and Blue Catfish Parents

The blood glucose levels in the channel catfish and blue catfish were around 100 mg/dl (Figure 2C). The reciprocal F_1_ hybrids had significantly higher blood glucose levels than both parents: F_1_BC (133.6 mg/dl) was 38% higher than the parental species, and F_1_CB (172.5 mg/dl) was 78% higher (*p* < 0.05; Figure 2C and Table S2), indicating a transgressive effect in which the F_1_s had significant upregulation in blood glucose. Blood lactate was known to correlate with hyperactivity, stress level, and mortality in fish species. A similar transgressive effect was observed for the blood lactate level: both F_1_BC and F_1_CB were significantly higher than blue catfish (*p* < 0.01; Figure 2D and Table S2), and they were also higher than channel catfish, but it did not achieve statistical significance (Figure 2D).

### 3.4. Transcriptome Analysis in the Channel and Blue Catfish Parents and the Reciprocal F_1_ Hybrids Revealed >2000 Differentially Expressed Genes

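Livers of 2 fish of each of 4 genetic types, taken at 12 months of age, gave 8 RNA libraries. The types were channel catfish (PC), blue catfish (PB), and their reciprocal hybrids. F_1_BC is the cross of a blue catfish female with a channel catfish male, and F_1_CB is the cross of a channel catfish female with a blue catfish male. The fish of each type were kept in a separate tank, so the effects of type and tank cannot be told apart. The authors enriched polyadenylated RNA, trimmed the paired-end reads, mapped them to the channel catfish genome with TopHat and counted them on gene models with BedTools. Blue catfish reads were therefore mapped to the genome of the other species. The sources used here do not say whether the counting used the strand. The deposited table lists 13444 genes, with 1 value per gene and library. The paper and the table call these values RPKM. In each library they sum to between 996838 and 998652, and the log2 of their mean over the libraries differs by a median of -0.0089 from the average log2 value that the authors list for each gene. They are therefore treated here as CPM, read counts scaled to a common library total, with no division by transcript length. Whole reads could not be recovered from the low values, and the authors' table of sequencing yield is not used here, so no counting error is given. The library factors of median-of-ratios scaling lay between 0.813 and 1.19, and the 20 most abundant genes took between 28.3% and 39.0% of a library. Gene wap65-1 was the most abundant gene in every library. In 3 hybrid libraries some genes are listed at 0, namely 6 and 10 genes in the livers of F_1_BC and 36 in replicate 1 of F_1_CB. Across the genes analysed, the Spearman correlation between the 2 livers of a type was 0.876 in PC, 0.906 in PB, 0.941 in F_1_BC and 0.929 in F_1_CB. Type means are given in CPM with SD over n = 2 livers. Differences between types were tested on log2(CPM + 0.5) with limma's moderated test, in a single fit of all 8 libraries with an intensity trend in the prior variance and Benjamini-Hochberg adjustment within each of 6 comparisons. A fold change on this scale understates the change of genes with low values. For a single gene, an exact permutation test of 2 livers against 2 cannot give a p below 0.33 and was not used. The deposited table gives no symbol for 1847 genes, which are named by their Ensembl identifiers.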

Liver RNA-seq analyses were performed on channel catfish (PC), blue catfish (PB), C×B hybrid catfish (F_1_CB), and B×C hybrid catfish (F_1_BC) (Table S3). A total of 13,420 expressed genes were identified with Reads Per Kilobase of transcript, per Million mapped reads (RPKM) value greater than 1.0 in at least one genetic type. 

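Of the 13444 genes in the deposited table, 13420 had a mean over 1 CPM in at least 1 genetic type, and 10776 had one in every type. All 13444 genes exceeded 1 CPM in at least 1 library. A value over 1 CPM in both livers of a type was found for 13132 genes. Median-of-ratios scaling left 13405 genes over the threshold. The count moved most when the values were divided by transcript length, an alternative chosen after seeing the data, which left 11578 genes. With each library left out in turn, the count stayed between 13403 and 13429.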

Pairwise differential gene expression analysis was conducted to identify the differentially expressed genes (DEGs) between two genetic types (Figure 3 and Table S4). 

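Between PC and PB, 2122 genes had an adjusted p under 0.05 and an absolute log2 fold change over 1.5, of which 1224 were higher in PC and 898 in PB. The comparison of PC with F_1_BC gave 108 DEGs, 50 higher in PC and 58 in F_1_BC, and that of PC with F_1_CB gave 273, 134 higher in PC and 139 in F_1_CB. Against PB, F_1_BC had 306 DEGs, 126 of them higher in PB and 180 in F_1_BC, and F_1_CB had 191, 48 higher in PB and 143 in F_1_CB. As deposited, the median log2 difference over all genes was 0.37 between PC and F_1_BC and 0.22 between PC and F_1_CB. Median-of-ratios scaling brought these medians to 0.04 and 0.05. It also changed the balance of directions, to 32 DEGs higher in PC and 92 in F_1_BC, to 89 higher in PC and 197 in F_1_CB, and to 83 higher in PB and 283 in F_1_BC. The balance went the other way with a pseudocount of 1 (71 higher in PC and 52 in F_1_BC), without PC replicate 2 (224 and 175), and with the fold change alone (959 and 338). Against PB it went the other way with the fold change alone, at 898 in PB and 557 in F_1_BC, and 639 in PB and 543 in F_1_CB. In the fit of PB and F_1_BC alone it was 243 and 238. With the replicate number as a block, more DEGs were higher in PC than in F_1_BC (211 and 111) and F_1_CB (433 and 278). The block also left more higher in PB than in F_1_BC (315 and 297), but not than in F_1_CB (129 and 225). It gave 322 DEGs for PC and F_1_BC, 711 for PC and F_1_CB and 612 for PB and F_1_BC. In number of genes, a threshold on the fold change with no test moved the 4 parent-hybrid counts most of all alternatives, to between 1182 and 1685.
The counts also moved with single libraries. Without PC replicate 1, PB replicate 1 or PB replicate 2, the comparison of PC with PB gave 1249, 1319 and 928 DEGs. For PC with F_1_BC, leaving out PC replicate 2 gave 399 DEGs, PC replicate 1 gave 53, replicates 1 and 2 of F_1_BC gave 29 and 18, and replicates 1 and 2 of F_1_CB gave 60 and 59. For PC with F_1_CB, the count was 1104 without PC replicate 2 and 90 without PC replicate 1. It was 49 and 29 without replicates 1 and 2 of F_1_CB, and 163 and 167 without those of F_1_BC. For PB with F_1_BC, leaving out PC replicates 1 and 2 gave 530 and 535 DEGs, PB replicate 2 gave 63, and replicates 1 and 2 of F_1_BC gave 73 and 83. For PB with F_1_CB, the counts were 308 and 316 without PC replicates 1 and 2, 46 without PB replicate 2, and 44 and 48 without replicates 1 and 2 of F_1_CB. With any of the 8 libraries left out, PC against PB still gave the largest count.
The Spearman correlation of type means across the 13420 genes, which are not independent replicates, was 0.777 between PC and PB, the lowest of the 6 pairs of types. It was 0.899 between PC and F_1_BC, 0.877 between PC and F_1_CB, 0.881 between PB and F_1_BC and 0.894 between PB and F_1_CB. Between single libraries of PC and PB it ranged from 0.685 to 0.789. PC against PB had the lowest correlation under every filter tried and with each library left out.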

There were more DEGs between the two parental species (*n* = 2308; FDR < 0.05 and |log2FoldChange| > 1.5) than the parent-hybrid comparisons (458~810 DEGs), which was consistent with the fact that PC and PB had the lowest transcriptome-wide gene expression correlation (spearman correlation coefficient *ρ* = 0.76; Figure 3). 

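Between F_1_CB and F_1_BC, 20 genes passed both thresholds, 9 higher in F_1_CB and 11 higher in F_1_BC, while 1085 genes had an unadjusted p under 0.05. This was the smallest count of the 6 comparisons except in fits of the 2 compared types alone, where it was 39 against 30 for PC with F_1_BC. Without PB replicate 1 the count was 12, without either replicate of F_1_BC it was 5, and without replicate 2 of F_1_CB it was 3. The largest fold change higher in F_1_CB was that of foxa3 (forkhead box A3, ENSIPUG00000001587), with 179.9 ± 82.5 CPM (mean ± SD, n = 2) in F_1_CB and 3.13 ± 2.24 CPM in F_1_BC. PC had 162 ± 38.7 CPM and PB 4.72 ± 1.50 CPM. The log2 fold change between the hybrids was 5.71 (standard error 0.53, adjusted p = 0.000837 from limma), and it passed with each library left out. The largest change higher in F_1_BC was that of ret2 (retinol-binding protein 2, ENSIPUG00000008698), with 147 ± 19.6 CPM in F_1_BC and 2.03 ± 0.596 CPM in F_1_CB (log2 fold change -5.88, standard error 0.85, adjusted p = 0.0244 from limma). Its adjusted p from limma rose to 0.119 and 0.104 without replicates 1 and 2 of F_1_BC, and to 0.105 and 0.318 without those of F_1_CB. The Spearman correlation between the means of the reciprocal hybrids was 0.931, the highest of the 6 pairs.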

The reciprocal hybrids F_1_CB and F_1_BC only had 98 DEGs with the highest expression correlation (*ρ* = 0.93; Figure 3). Since the F_1_ hybrids had identical nuclear genome configurations, and they were expected to display similar gene expression profiles. The results confirmed that this was the case. The evolutionary divergence and genetic distance between the channel and blue catfish resulted in gene expression changes of >2000 genes (Data S3), which account for 17.2% of expressed genes in the liver transcriptome.

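The DEGs between PC and PB made up 15.8% of the genes tested. The gene with the largest fold change higher in PC was ENSIPUG00000012956, described as NACHT, LRR and PYD domains-containing protein 12-like, with 1279 ± 665 CPM (mean ± SD, n = 2) in PC and 1.82 ± 0.707 CPM in PB. Its log2 fold change was 9.04 (standard error 0.68, adjusted p = 2.52e-05 from limma). Next were col (colipase, ENSIPUG00000000976), with 1438 ± 761 CPM in PC and 5.48 ± 0.366 CPM in PB and a log2 fold change of 7.80, and ENSIPUG00000004359, which has no symbol or description, with 147 ± 13.3 and 0.184 ± 0.0399 CPM and a log2 fold change of 7.75. Their adjusted p from limma was 1.11e-06 and 1.26e-06. Among genes higher in PB, the largest fold change was that of ENSIPUG00000003122, without symbol or description, with 234 ± 44.8 CPM in PB and 0.59 ± 0.359 CPM in PC (log2 fold change -7.78). It was followed by the cystatin-like gene ENSIPUG00000002512, at 338 ± 39.1 and 1.49 ± 0.224 CPM (-7.41), and lepa (ENSIPUG00000007085), at 516 ± 327 and 3.13 ± 2.21 CPM (-7.14). These genes kept their direction and passed both thresholds with each library left out. In the PC comparisons with the hybrids, the largest changes were those of the boophilin-H2-like gene ENSIPUG00000021723, higher in PC than in F_1_BC by 6.64 on the log2 scale, and again of ENSIPUG00000004359, higher in PC than in F_1_CB by 6.37. The cystatin-like gene was lowest in PC in both, with log2 fold changes of -7.16 and -6.00. In the PB comparisons the largest changes were those of pdk2a (ENSIPUG00000018521), higher in PB than in F_1_BC by 5.52, of the gene for macrophage receptor with collagenous structure (ENSIPUG00000013048), higher in PB than in F_1_CB by 5.51, and of col, lower in PB than in both hybrids (-7.42 and -7.01).
The paper sets the larger number of DEGs between the parental species beside their correlation, the lowest of all pairs. It states that evolutionary divergence and genetic distance changed the expression of these genes. It expected the reciprocal hybrids, which carry the same nuclear genomes, to have similar expression, and reasons from their few DEGs and high correlation that they did.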

### 3.5. Fatty Acid Metabolism and Transport Genes Were Significantly Upregulated in Channel Catfish Compared to Blue Catfish and Hybrids

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment analyses were performed to identify the enriched functional pathways among DEGs. 

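By gene, 96 of the DEGs between PC and PB were also DEGs between PC and F_1_BC, and 237 were also DEGs between PC and F_1_CB. In all 3 comparisons with PC, 61 genes passed both thresholds, and all 61 had the same direction in each. Because the 3 comparisons share the PC libraries, an overlap can arise with no difference between the types. In 20 simulations of unchanged types that shared simulated PC libraries, a mean of 53.8 genes had an unadjusted p under 0.05 in all 3, against 1078 observed. The mean number of shared DEGs was 0. That count could not have been large, since the simulated comparisons gave means of 0.7, 0.35 and 0.8 DEGs. The simulations do not give the overlap to be had where PC and PB differ and the hybrids lie between them. Their noise was also drawn independently for each gene. The correlations of log2 fold changes across genes between these comparisons were 0.70, 0.74 and 0.72, against 0.50 in the simulations. The number of shared DEGs moved most without a test, to 495 genes past the fold change alone. It was 16 in fits of the compared types only, and 287 and 27 without PC replicates 2 and 1. Without replicates 1 and 2 of F_1_BC it was 14 and 12, and without those of F_1_CB it was 21 and 16. The GO annotation is not used here.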

Among the identified terms, a third of the PC-PB significant GO categories were also significant in PC-F_1_ comparisons (Figure 4A,B), including cellular lipid metabolic processes (GO:0044255), cellular lipid catabolic processes (GO:0044242), secondary alcohol metabolic process (GO:1902652), and oxoacid metabolic process (GO:0043436; Figure 4A). Specific non-overlapping terms enriched only in PC-F_1_ comparisons included phospholipid efflux (GO: 0033700) in the PC-F_1_CB comparison, as well as phosphatidate phosphatase activity (GO: 0008195) in the PC-F_1_BC comparison (Figure 4A). These findings suggested that the lipid metabolism pathway activities were altered in PC.

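A list of phospholipid efflux genes, written from general knowledge of the proteins and not taken from the GO term, matched 9 expressed genes. Their median log2 difference between PC and F_1_CB was -0.52 and their mean -0.36, with 4 genes higher and 5 lower in PC. The list did not stand apart from the other genes (adjusted p = 0.233 over the 10 list tests, from limma's camera with a preset correlation of 0.01, two-sided). Of its members, 0 passed both thresholds over all genes tested, 1 passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without PC replicate 1 the median reversed, to 0.016, and quantile normalization brought it to 0, with a mean of -0.41. Phosphatidate phosphatase genes, meaning lipins and phospholipid phosphatases, made a list of 8 genes with a median log2 difference of 0.50 and a mean of 0.33 between PC and F_1_BC. After median-of-ratios scaling the median was 0.13 and the mean -0.010, with 4 genes higher and 4 lower, and after quantile normalization 0.062 and -0.015. The test gave the opposite sign (adjusted p = 0.837 from limma's camera), and limma's fry gave the sign of the median (adjusted p = 0.703). In this list 2 genes passed both thresholds over all genes, and 5 when adjusted over the list alone. The gene plpp1a (ENSIPUG00000024346) was lower in PC, with 4.85 ± 5.00 CPM (mean ± SD, n = 2) against 36.0 ± 6.80 CPM in F_1_BC (log2 fold change -3.17, standard error 0.62, adjusted p = 0.0368 from limma). The gene lpin2 (ENSIPUG00000003806) was higher in PC, with 56.2 ± 29.8 against 9.50 ± 0.686 CPM (2.40, standard error 0.47, adjusted p = 0.0409 from limma). Each of these 2 genes passed only when PC replicate 2 was left out and failed with any other library left out. Without PC replicate 1 their log2 fold changes were -2.03 and 1.84. The gene lpin2 also failed after median-of-ratios scaling (adjusted p = 0.0673 from limma).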

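A list of 79 expressed genes of fatty acid metabolism and transport, also written from general knowledge, had a median log2 difference of -0.14 and a mean of -0.08 between PC and F_1_BC, against a median of 0.37 over all genes, with 36 genes higher and 43 lower in PC (adjusted p = 0.00673 from limma's camera). After median-of-ratios scaling, which takes out most of the offset over all genes, 22 were higher and 57 lower, with a median of -0.52 and a mean of -0.44 (adjusted p = 0.00793 from limma's camera). Quantile normalization gave 26 higher and 53 lower, with a median of -0.48 (adjusted p = 0.0135 from limma's camera). The call did not hold with an estimated correlation (adjusted p = 0.272 from limma's camera) or with limma's fry (adjusted p = 0.964), under which none of the 10 list tests passed. Between PC and F_1_CB the median was -0.11 and the mean 0.0040, and the test, with the sign of the median, gave an adjusted p of 0.233 from limma's camera. Without PC replicate 1 both medians reversed, to 0.06 and 0.12, and the adjusted p for F_1_BC from limma's camera was 0.147. Without replicate 2 of F_1_CB the adjusted p for F_1_CB from limma's camera was 0.0180. Over all genes, 2 members passed both thresholds against F_1_BC and 4 against F_1_CB. Adjusted over the list alone, 3 and 7 passed. FABP2 (fatty acid-binding protein, intestinal-like, ENSIPUG00000012439) was lower in PC than in F_1_BC, with 0.455 ± 0.267 CPM (mean ± SD, n = 2) against 105 ± 10.0 CPM (log2 fold change -6.82, standard error 0.86, adjusted p = 0.00343 from limma), and passed with each library left out. The other member that passed against F_1_BC was lpin2. Against F_1_CB the 4 members that passed were lpin1 (log2 fold change 3.16), pnpla2 (-2.87), pnpla3 (-2.66) and agpat3 (-1.77). Their adjusted p from limma lay between 0.0248 and 0.0465. With each library left out in turn, lpin1 passed in 3 of 8 fits, pnpla2 in 5, and pnpla3 and agpat3 in 1. Without PC replicate 1 none of these 4 passed, and the log2 fold changes were 2.21, -2.21, -3.00 and -1.49. Each also failed without replicate 2 of F_1_CB.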

Since channel catfish is superior in aquarium growth than PB and hybrids, we focused our analysis on the significantly upregulated and downregulated genes in PC compared to PB (*p* < 0.001; Figure 4C,D). 

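Between PC and PB, 38 of the 79 fatty acid metabolism and transport genes were higher in PC and 41 were lower. The median log2 difference was -0.25 and the mean 0.02, with an adjusted p of 0.609 from limma's camera, whose sign followed the median. Without PB replicate 1 the median was 0.10. Over all genes 20 members passed both thresholds, 11 higher in PC and 9 higher in PB, and 22 passed when adjusted over the list alone. Of all 13420 genes tested, 1224 were DEGs higher in PC and 898 were DEGs higher in PB. The paper reports terms enriched among genes higher in PC, whereas the list median and its test concern direction. Whether the list is over-represented among DEGs higher in PC was not tested here. Among members of the list, the 5 largest differences were those of lpin1, pnpla2, lpl, lipca and FABP2. The gene lpin1 (lipin 1, ENSIPUG00000014030) had 553 ± 450.4 CPM (mean ± SD, n = 2) in PC and 14.5 ± 11.0 CPM in PB, a log2 fold change of 5.14 (standard error 0.70, adjusted p = 0.000632 from limma). Lipoprotein lipase-like gene lpl (ENSIPUG00000024879) had 724 ± 55.4 and 83.9 ± 68.8 CPM (log2 fold change 3.39, adjusted p = 0.00245 from limma). Hepatic lipase gene lipca (ENSIPUG00000023135) had 8.43 ± 9.39 and 0.0853 ± 0.0746 CPM (3.36, adjusted p = 0.0135 from limma), and was 15.1 CPM in PC replicate 1 and 1.79 CPM in replicate 2. Higher in PB were pnpla2 (ENSIPUG00000009037), with 18.9 ± 11.7 CPM in PC and 279.8 ± 183 CPM in PB (-3.83, adjusted p = 0.000958 from limma), and FABP2, with 10.5 ± 8.29 CPM in PB (-3.32, adjusted p = 0.0214 from limma). Without PC replicate 1 neither lipca (1.97, adjusted p = 0.103 from limma) nor FABP2 (-3.61, adjusted p = 0.0530) passed. Leaving out PB replicate 1 had the same effect on both (3.23 and -2.47), as had PB replicate 2 on lipca (3.49) and PC replicate 2 on FABP2 (-3.03).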

Interestingly, the PC upregulated genes were enriched for four carboxylic acid pathways (metabolic, catabolic, transport, and binding; Figure 4C) and three lipid metabolism pathways (cellular lipid metabolic process, glycerophospholipid metabolism, and glycerolipid catabolic process; Figure 4C). The network analyses revealed that the fatty acids and lipid metabolism genes were interconnected (Figure 4E), which was separated from the transporter-related terms (Figure 4E), suggesting these two broader functional categories were significantly overrepresented in PC upregulated genes. With regard to the genes that were significantly highly expressed in PB, the top three enriched functional terms are small-molecule biosynthesis, organic acid metabolic process, and carbon metabolism (Figure 4D), which are in sharp contrast to PC upregulated genes.

### 3.6. One Thousand Genes Displayed Transgressive Expression Patterns in the Liver of F_1_ Hybrid Catfish

To elucidate the molecular basis of heterobeltiosis vs. hybrid incompatibility, a group of genes called transgressive genes were investigated, which were defined as genes that show higher or lower expression levels in both parents (see Materials and Methods). According to the transgressive pattern in reciprocal hybrids, the transgressive genes were further classified as (1) concordant: transgressive genes in both F_1_ hybrids with the same direction, which are higher than both parents (upregulated concordant genes) or lower than both parents (downregulated concordant genes); (2) discordant I: genes that are transgressive in only one reciprocal F_1_, but not the other (Figure 5A); (3) discordant II: genes that are transgressive in both F_1_s, but the expression directions are opposite (Figure 5A). A total of 1140 transgressive genes were identified in F_1_ hybrids, which count for 8.5% of all expressed genes in the liver transcriptome (Figure 5B and Data S4). 

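With the rule of the methods applied to the mean CPM of each type, 6330 of 13420 genes (47.2%) were more than 20% above the higher parent or more than 20% below the lower parent in at least 1 hybrid. Of these, 4620 were transgressive in F_1_BC and 3925 in F_1_CB. The rule contains no test. When transgression meant a difference of a hybrid from both parents in the same direction at an adjusted p under 0.05 in limma, the alternative that moved the count most, 9 genes were transgressive in at least 1 hybrid, and 550 were so at an unadjusted p under 0.05. The margin was met by every library of a hybrid against every parental library for 1672 genes (12.5%). A simulation placed both hybrids at the mid-parent value, here the mean of the parental levels before the log2. All 8 libraries were drawn anew with the spread of the limma fit, and both hybrids of a draw were compared with the same simulated parents. It gave a mean of 4242 transgressive genes over 100 draws, with 4079 the lowest and 4356 the highest. The observed parental difference already holds noise, to which the draws add more. With that difference shrunk by the replicate spread the mean was 4989, and with the offsets of the libraries, unshrunk, it was 4704. Applied to replicate 1 of each type alone the rule gave 5894 genes, and to replicate 2 alone 7888, with 3934 genes in both sets against 3464 expected by chance.

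**Figure D1:**
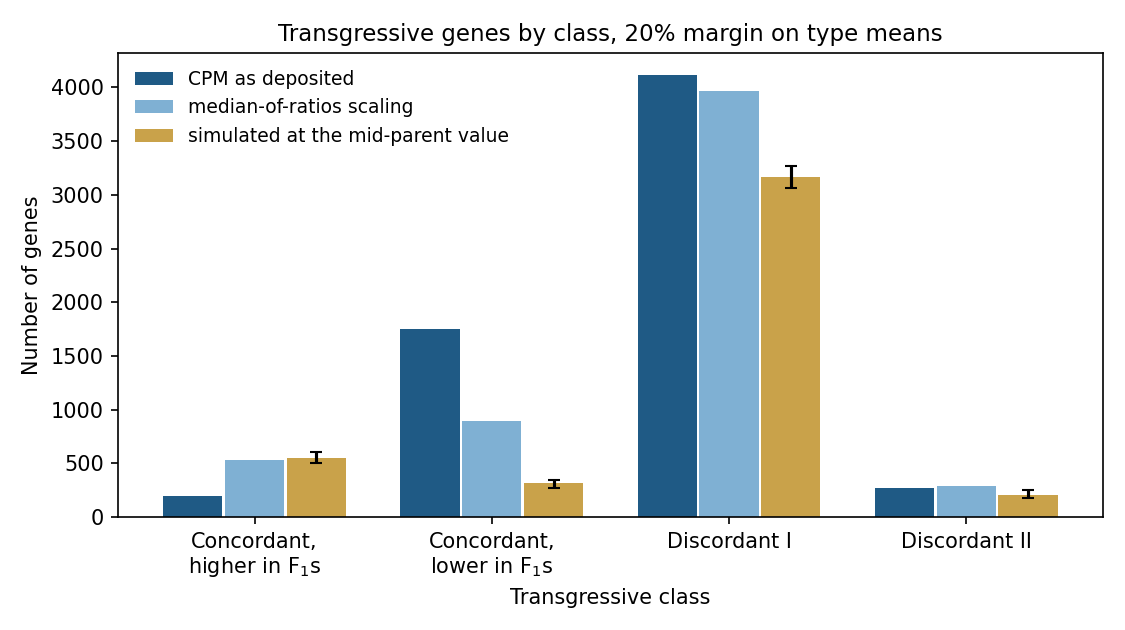
Number of genes (vertical axis) in each transgressive class: concordant genes higher or lower in both hybrids, discordant I genes and discordant II genes. Bars give the counts from the deposited CPM, after median-of-ratios scaling, and the mean of hybrids simulated at the mid-parent value, whose lines run from the lowest to the highest of 100 draws. The 1749 concordant lower genes exceed all simulated draws.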

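Of the 6330 transgressive genes, 35.0% were transgressive in both F_1_CB and F_1_BC, and 4115 (65.0%) were transgressive in a single hybrid and so fell in the discordant I class. Transgressive in F_1_BC alone were 305 genes above and 2100 below both parents, and in F_1_CB alone 559 above and 1151 below. After median-of-ratios scaling these were 863 above and 1090 below in F_1_BC, and 812 above and 1205 below in F_1_CB. Quantile normalization gave 812 above and 1073 below in F_1_CB. For hybrids simulated at the mid-parent value, the share found in both was 25.3%, with 23.9% the lowest and 26.8% the highest of the draws, and 3169 genes were discordant I. The share rose to 59.9% when the other hybrid had only to lie beyond both parents by any amount, the highest value under any alternative. With each library left out it lay between 32.2% and 43.2%.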

Over 90% of the transgressive genes were shared in F_1_CB and F_1_BC (Figure 5C), suggesting that the cross direction-dependent transgressive effect (discordant I genes) only occurred in less than 10% of transgressive genes (Figure 5A,B). 

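Transgressive in opposite directions in the reciprocal hybrids were 274 genes, or 4.33% of all transgressive genes. Of these, 193 were below both parents in F_1_BC and above both in F_1_CB, and 81 had the reverse pattern. After median-of-ratios scaling the 286 genes of this class divided into 138 and 148. The mid-parent simulation gave a mean of 208 such genes, between 176 and 252. With the parental difference shrunk by the replicate spread it gave a mean of 276, between 229 and 323, so the observed count lay within these draws. With the offsets of the libraries added to the first simulation the mean was 224 and the highest draw 263. The requirement of a limma test against each parent left 0 genes, at an adjusted and also at an unadjusted p under 0.05. Without replicate 1 of F_1_CB the count rose to 677. Replicate 1 of each type alone gave 176 genes and replicate 2 alone 647.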

Even fewer genes displayed the opposite pattern in gene expression changes compared to the parental species, and these discordant II genes (*n* = 49) accounted for 4.3% of all transgressive genes (Figure 5B). 

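Values of the 6 genes measured by qRT-PCR are given here from the RNA libraries. The gene cyp2k19 (cytochrome P450 2K4-like, ENSIPUG00000011794) had 0.213 ± 0.292 CPM (mean ± SD, n = 2) in PC, 23.5 ± 7.09 in PB, 6.76 ± 3.11 in F_1_BC and 6.10 ± 4.23 in F_1_CB, so that both hybrids lay between the parents. The log2 fold change of PC against PB was -5.11 (standard error 0.60, adjusted p = 0.000257 from limma). For fgf1b (ENSIPUG00000011328) the means were 2.30 ± 0.426 CPM in PC, 258 ± 159 in PB, 57.4 ± 53.9 in F_1_BC and 53.4 ± 46.2 in F_1_CB, also between the parents (PC against PB -6.39, standard error 0.77, adjusted p = 0.000304 from limma). Heme oxygenase gene hmox (ENSIPUG00000016729) had 93.0 ± 86.5 CPM in PC, 45.0 ± 1.60 in PB, 690.5 ± 258 in F_1_BC and 554 ± 243 in F_1_CB. It was above both parents in both hybrids. Its difference from the mid-parent value on the log2 scale was 3.55 in F_1_BC (adjusted p = 0.0213 from limma) and 3.22 in F_1_CB (adjusted p = 0.0606 from limma). In F_1_BC it lost its adjusted p under 0.05 without either PB or either F_1_BC library (between 0.0681 and 0.249 from limma). In F_1_CB it passed without PC replicate 1 or 2 (0.0260 and 0.00503 from limma). A second gene, the heme oxygenase-like ENSIPUG00000016708, could share reads with hmox, so the value of each is uncertain. Interferon regulatory factor gene irf7 (ENSIPUG00000006270) was below both parents in both hybrids, with 20.7 ± 9.55 CPM in PC, 20.4 ± 5.14 in PB, 6.80 ± 0.151 in F_1_BC and 9.29 ± 1.14 in F_1_CB. Its differences from the mid-parent value, -1.48 and -1.06, had adjusted p of 0.234 and 0.343 from limma.
The gene tm4sf4 (ENSIPUG00000002378) was above both parents in F_1_BC, with 333 ± 116 CPM, and below both in F_1_CB, with 91.9 ± 1.89 CPM, against 118 ± 2.30 in PC and 167 ± 156 in PB. That placed it in discordant II. Its place below PB rested on PB replicate 1, with 277 CPM, since PB replicate 2, with 57.0 CPM, was below both F_1_CB livers. The difference between the hybrids was -1.81 on the log2 scale (adjusted p = 0.452 from limma). The gene creg1 (ENSIPUG00000011270) was below both parents by more than the margin only in F_1_CB, with 22.0 ± 5.55 CPM against 37.4 ± 0.196 in F_1_BC, 34.7 ± 1.66 in PC and 33.1 ± 4.08 in PB, which placed it in discordant I (-0.77, adjusted p = 0.676 from limma). Of the 8 comparisons of these 6 genes, 3 passed over all genes tested. Adjusted over the list alone, 7 passed, which is not independent evidence because the genes were chosen from these libraries.

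**Figure D2:**
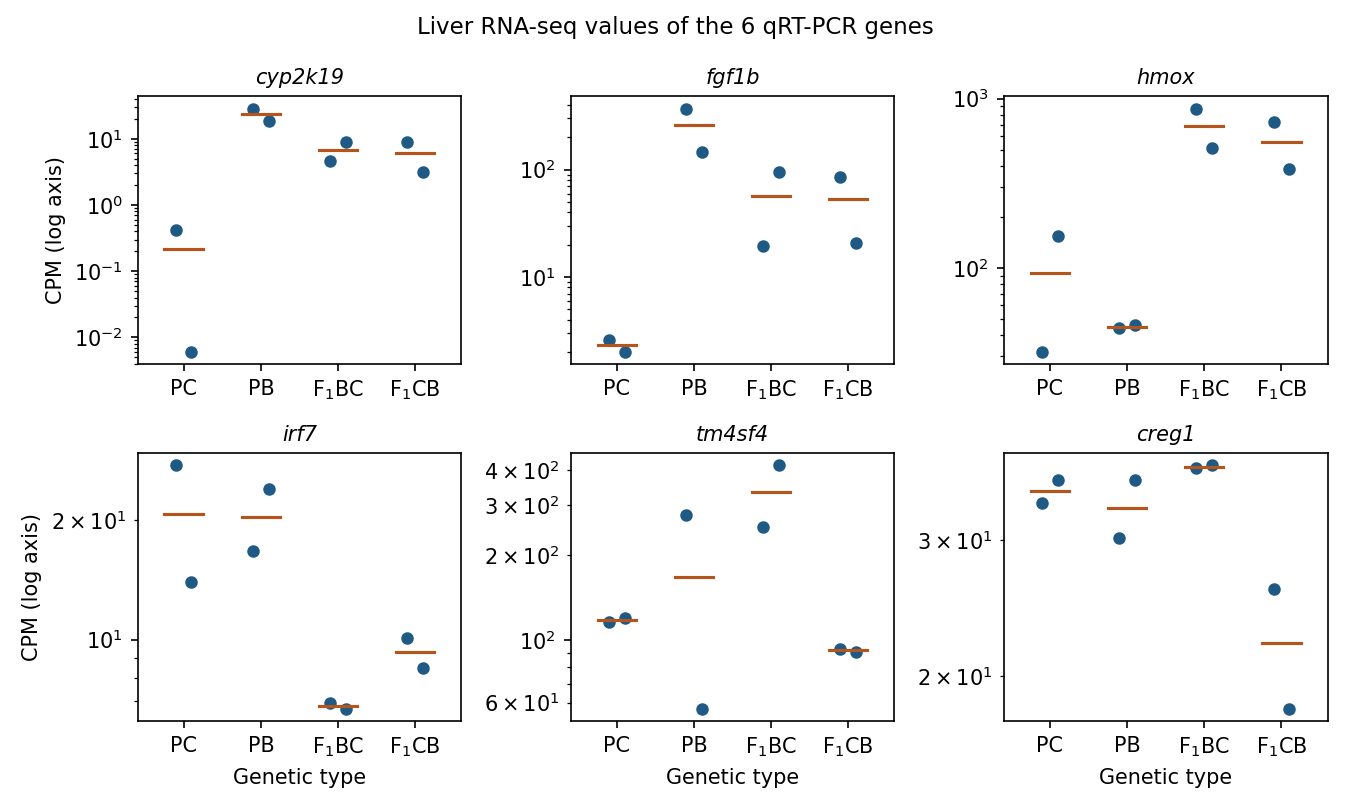
Expression in CPM (vertical log axis) of the 6 genes measured by qRT-PCR, a panel per gene, in the 4 genetic types. Each dot is a liver and each bar the mean of a type. The gene hmox lies above both parents in all 4 hybrid livers and irf7 below both.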

To validate the transgressive genes detected in RNA-seq experiments, qRT-PCR experiments for gene expression quantifications for six genes were performed (Table S5), and all of them were confirmed, including two non-transgressive genes *cyp2k19* and *fgf1b* (Figure 6A,B), two concordant genes *hmox* and *irf7* (Figure 6C,D), as well as two discordance genes *tm4sf4* and *creg1* (Figure 6E,F).

### 3.7. Concordant Transgressive Genes in Hybrid Catfish Were Enriched for Cytoskeleton Functions, Stress, and Immune-Related Pathways

Six cytoskeleton and extracellular matrix-related terms were enriched in concordant transgressive genes, including microtubule cytoskeleton (GO: 0015630), cytoskeletal protein binding (GO: 0008092), polymeric cytoskeletal fiber (GO: 0099513), focal adhesion (dre04510), gamma–tubulin complex (GO: 0000930), and lamellipodium (GO: 0030027). Oxidative stress and immune functions were also significantly overrepresented in concordant genes. The most significantly enriched term was AGE-RAGE signaling (dre04933; *p* < 0.0001; Figure 5D), which plays an important role in inflammation in diabetes. The Nod-like receptors (dre04521; *p* < 0.001; Figure 5D) are master regulators of inflammation and defense, which activate innate and adaptive immunity by recognizing pathogen patterns. CARD domain binding genes (GO: 0050700; *p* < 0.001; Figure 5D) are often associated with inflammation and apoptosis. NAD+ binding (GO: 0070403; *p* < 0.001; Figure 5D) function is involved in cellular energy metabolism. Discordant I transgressive genes were enriched for ribosome function (*p* < 0.001; Figure 5D), the term regulation of cell cycle process (GO: 0010564) was overrepresented in discordance II genes (*p* < 0.01; Figure 5D).

### 3.8. Overrepresentation of Glycan Degradation Function among Upregulated Transgressive Genes Provided a Potential Mechanism for the Blood Glucose Elevation in F_1_ Hybrids

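Both hybrids were transgressive in the same direction for 1941 genes, 192 above and 1749 below both parents, so that 90.1% were lower. The balance depended on the scaling of the libraries. As deposited, the median log2 difference from the mid-parent value over all genes was -0.33 in F_1_BC and -0.16 in F_1_CB. After median-of-ratios scaling, which brought both medians to -0.0056 and -0.0010, 532 genes were above and 896 below both parents (62.7% lower), and after quantile normalization 532 and 844 (61.3%). A concordant class defined by limma's test against each parent held 1 higher and 0 lower genes, with 5 and 42 at an unadjusted p under 0.05. The simulated hybrids at the mid-parent value gave a mean of 552 higher and 313 lower genes. Without PC replicate 2 the number of higher genes was 367, and it was 301 and 289 without PB replicates 1 and 2. For 19 higher and 207 lower genes, every hybrid library passed the margin against every parental library. Besides hmox and its similar copy ENSIPUG00000016708, with 56.5 ± 51.2 CPM (mean ± SD, n = 2) in PC, 12.7 ± 6.43 in PB, 304 ± 216 in F_1_BC and 243 ± 107 in F_1_CB, the concordant gene farthest above the nearer parent was slc5a12 (ENSIPUG00000022439). It had 5.32 ± 3.17 CPM in PC, 4.81 ± 3.99 in PB, 25.5 ± 10.4 in F_1_BC and 40.6 ± 6.06 in F_1_CB. Farthest below were lgals17 (ENSIPUG00000004510), isg15 (ENSIPUG00000023070) and ENSIPUG00000005629, which has no symbol. Their means in F_1_BC were 1.59, 0.948 and 2.54 CPM, in F_1_CB 0.707, 0.538 and 2.63, in PC 8.51, 5.48 and 10.1, and in PB 18.2, 19.0 and 14.2. The PB means of lgals17 and isg15 rested on replicate 2, with 32.3 and 34.8 CPM against 4.21 and 3.22 in replicate 1.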

For the concordant transgressive genes (*n* = 985), the majority of them (94%) were downregulated in both F_1_ hybrids, whereas only 60 concordant genes were upregulated compared to the channel catfish and blue catfish parents (Figure 5A). These overexpressed genes may explain the transgressive phenotypes observed in the F_1_ hybrids (Figure 2). GO and KEGG analysis of upregulated transgressive genes in F_1_BC and F_1_CB were performed. 

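A list of 18 expressed glycan degradation genes, written from general knowledge of the enzymes and not taken from KEGG, had a median log2 difference from the mid-parent value of -0.0030 in F_1_BC, with 8 genes higher and 10 lower. The mean was 0.18 and the test was positive, since the other genes lay lower (adjusted p = 0.00673 from limma's camera). With an estimated correlation the adjusted p was 0.272, with limma's fry 0.703, and without replicate 2 of F_1_BC it was 0.262 from limma's camera. In F_1_CB the median was -0.15 and the mean -0.06, again with 8 genes higher and 10 lower, while the camera test had a positive sign and an adjusted p of 0.837. After median-of-ratios scaling both medians changed sign, to 0.35 in F_1_BC and 0.02 in F_1_CB, with 15 of the 18 genes higher in F_1_BC and 9 in F_1_CB. The median in F_1_BC also turned positive without any of the PC, PB or F_1_BC libraries, with values between 0.03 and 0.32. No gene of the list passed both thresholds in limma in either hybrid, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 genes in F_1_BC, 1 of them higher, and 5 in F_1_CB, 2 of them higher. The mid-parent value of these tests is the mean of the parents on the log2 scale. It lies below their mean in CPM where the parents differ, so a gene above it need not exceed the mean in CPM.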

Interestingly, the top enriched term was the same, which was glycan degradation (dre00511; *p* < 0.0001; Figure 5E). Glycan breakdown in the liver will result in an elevation in blood glucose level in both hybrids F_1_BC and F_1_CB compared to the channel catfish and blue catfish parents, which was what we observed (Figure 2C).

## 4. Discussion

### 4.1. The Phenomenon of Environment-Dependent Heterosis in Hybrid Catfish

The degree of heterosis was known to be affected by the environment and genotype-environment interactions [63]. Environment-influenced heterosis has been reported in cattle, in which the advantage of milk and protein yields was suppressed in a high HLI (summer heat load index) environment [64]. Examples of environment-influenced heterosis also can be found in aquatic species. Crossbred offspring from two silver perch (*Bidyanus bidyanus*) strains from Murray River and Cataract Dam had the best performance in growth under pond environment, whereas heterosis decreased when reared in cages and tanks [65]. In these situations, the degree of heterosis was affected by the rearing environment, but heterosis did not disappear entirely. We define this phenomenon as environment-influenced heterosis.

Environment-dependent heterosis was first discovered in *Drosophila* in 1987. Crosses among five geographically diverse *D. melanogaster* inbred lines identified significant heterosis in fecundity [50]. When the flies were maintained at a higher than optimal density, heterosis was still observed for all hybrid crosses with a slightly lesser degree, indicating that crowdedness can affect hybrid vigor, but it does not abolish heterosis [50]. However, when the flies were reared in the lower temperature (17 °C rather than 24 °C), heterosis was only present in two hybrid crosses, and all other hybrid line pairs had lower fecundity than the inbred crosses [50], suggesting heterosis disappeared for most hybrid crosses under low-temperature environment. The hybridization of the channel catfish and blue catfish is a vertebrate example of environment-dependent heterosis. The hybrid cross grew 30–121% faster than the channel catfish in pond environments with different densities, whereas the channel catfish’s mean body weight was 49.8% higher than hybrid fish when they were grown in cages [66]. Both environment-influenced and environment-dependent heterosis had been observed in hybrid catfish [66]. In this study, we discovered that the channel catfish was superior in body weight (Figure 1C) and all other morphometric traits (Figure S2) than blue catfish and the reciprocal hybrids, at 10 months of age in tank culture, although channel catfish did not differ from the reciprocal hybrids in standardized shape parameters (Figure S1). The reciprocal hybrids between the channel and blue catfish may serve as an excellent system to investigate environment-dependent heterosis and their molecular mechanisms.

### 4.2. The Biological Robustness and Prevalence of Transgressive Genes in Channel-Blue Catfish Hybrid System

Interspecific hybrids can display heterosis, but they could also suffer from hybrid necrosis [67] or hybrid incompatibility [68]. If the two parental genomes were too distantly related, DNA sequence and gene expression divergence would result in misregulation of protein-coding gene expression in F_1_s. Uneven chromosome numbers can also cause the hybrid breakdown. As a classic example of heterosis in mammals, a mule is an offspring of a female horse (2*n* = 64) and a male donkey (2*n* = 62). Although mules outperform both parents in many aspects, including strength, stamina, temper, and longevity, mules are infertile because the odd number of chromosomes will affect proper segregation during meiosis. Hybridization can also lead to the aberrant activation of transposable elements (TEs), which was known as “genome shock” discovered in maize by Barbara McClintock [69]. Genes with transgressive expression patterns may explain the heterosis vs. hybrid incompatibility. After merging the two parental genomes, the F_1_ gene expression level is expected to be near the mid-parental value (additive effect), or close to either parent (dominant or incomplete dominant effects), or within the parental range (both effects). In contrast, transgressive genes have higher (or lower) expression levels compared to both parents, which can explain the superior phenotypes or hybrid misregulation in F_1_s. In our study, over 90% of expressed genes were non-transgressive genes, and transgressive genes only accounted for 8%, which is consistent with the level of divergence between the channel catfish and blue catfish (13–15 SNPs per Kb) estimated from EST data [70]. The channel-blue hybrids are fully viable with strain-dependent variable fertility [71], suggesting major biological functions and metabolic/developmental pathways can tolerate transgressive genes in some crosses, exhibiting robustness at the organism level.

### 4.3. The Superiority in Tank Growth May Be Associated with Low Immune Activity and Stress Levels in Channel Catfish

In the pond culture, heterobeltiosis in growth, disease resistance, and harvestability was only observed in C×B hybrids [42]. In the tank environment, channel catfish is the fast-growing genetic type compared to all other three genomic configurations. Based on previous literature on the density-influenced heterosis in pond vs. cage culture in other fish species, the degree of crowding and/or accompanying stress levels was believed to play important roles in the variation in heterosis. However, density-dependent stress alone cannot explain the fact that hybrid catfish did show heterobeltiosis in tanks of larger sizes (>1 cubic meter), even if the density was extremely high. Therefore, our current results only apply to the smaller aquarium environment and cannot be generalized to larger tanks.

As important defense mechanisms in fish’s innate immune system [72], lysozyme and complement activity (including the alternative pathway) are widely used to evaluate the immunity and ability of the fish to clear pathogens [61,73]. In channel catfish, lysozyme activity was reported to correlate with blood bacteria concentrations after exposure to pathogenic *Edwardsiella ictaluri* [74]. Additionally, it has been previously reported that alternative complement activity can vary across fish species, and as a whole, catfish were found to have relatively low ACH50 values in comparison to barramundi (*Lates calcarifer*) and rabbitfish (*Siganus rivulatus*) [75]. Thus, innate immune parameters need to be compared within closely related fish species or strains.

In this research, lysozyme and alternative complement levels in channel catfish were more than 10-fold lower than blue catfish and significantly lower than the hybrids (Figure 2A,B), suggesting a dramatic decrease in innate immune activity in channel catfish in the absence of pathogenic infections under aquarium environment. This was consistent with previous findings using in vivo pathogen challenge experiments, in which channel catfish were found to be least resistant to bacterial pathogens overall compared to the blue catfish and F_1_CB (F_1_BC not tested). For the three major infectious diseases in catfish production, blue catfish was almost completely resistant to *Edwardsiella ictaluri,* the pathogen for Enteric Septicemia of Catfish (ESC), with 0.7–10.5% mortality [76,77]. F_1_CB had a 26% mortality under ESC [77], whereas the mortality for channel catfish was up to 72.3% [76] (resistance to ESC: PB >> F_1_CB > PC). For *Aeromonas* spp. infections, blue catfish (32% mortality) [78] were reported to be more resistant than F_1_CB [79], with channel catfish (90% mortality in [80] and 78% mortality in [81]) as the least resistant genetic type (resistance to Aeromonas disease: PB > F_1_CB >> PC). For columnaris disease, the hybrid F_1_CB was observed to be much more resistant (32% mortality) to *Flavobacterium columnare* than channel catfish (74% mortality) and blue catfish (87% mortality) [45] (resistance to columnaris disease: F_1_CB >> PC > PB). Similarly, Zhang et al. (2020) also demonstrated increased lysozyme levels in hybrid yellow catfish (female yellow catfish *Pelteobagrus fulvidraco ×* male darkbarbel catfish *P. vachelli*) compared to all-male yellow catfish [82]. Since maintaining a highly-activated immune system is both energetically and nutritionally expensive, which will inhibit growth and development, the lowered innate immunity activity discovered in the channel catfish may explain the superior phenotype in weight gain under aquarium culture in small tanks.

Elevated plasma glucose and lactate levels were observed in hybrid catfish in this study. Increased glucose levels in rainbow trout were reported to be attributed to environmental changes, such as season [83], density stocking [84], as well as nutritional changes or stressors [85]. Interestingly, a recent study in channel catfish evaluated the role of gastric peptides on glucose levels and discovered complex regulation of glucose levels [86]. Plasma lactate is also an important stress-related parameter and has been shown to increase in channel catfish when confined or deprived of oxygen [87]. With respect to stress management, stressed fish typically have higher plasma lactate levels, which could be the result of hyperactivity [64,88]. Metabolic activities, such as lipolysis and glycolysis, provide the energy required to meet the demands of the stress response, potentially resulting in a negative impact on growth. In summary, the lower plasma glucose and lactate levels may also contribute to the fast-growing phenotype of channel catfish in tank culture.

### 4.4. Fatty Acid and Lipid Metabolism Are Enriched in Channel Catfish

Among the upregulated genes in the channel catfish compared to blue catfish, the top four significant gene ontology terms were all related to carboxylic acid (*p* < 0.001; Figure 4C). Three lipid metabolism terms were also significant (*p* < 0.001; Figure 4C). Hydroxy-carboxylic acids (HCAs) are intermediates in animal energy metabolism, and HCA receptors play an important role in homeostasis by regulating energy metabolism, lipolysis, inflammation, and immunity [89]. HCAs were understudied in fish species, but HCA metabolic process was reported to be the most significant GO term between non-alcoholic fatty liver patients and controls [90], and research has shown that activated hydroxy-carboxylic acids (HCAs) inhibit adipocyte lipolysis [91,92], suggesting its relevance to lipid metabolism and storage. For many fish species, fatty acid oxidation is the primary source of energy. The enriched HCA and lipid metabolism-related terms in channel catfish upregulated genes may mediate the difference in immune function and growth phenotypes.

### 4.5. High Blood Glucose in Hybrids Is Likely to Be due to Glycan Degradation in the Liver

The liver is a crucial organ for maintaining glucose homeostasis. The blood glucose levels were found to be significantly higher in both F_1_s than the channel catfish and blue catfish (Figure 2C), and they also exceeded the normal range. Hyperglycemia is common in teleost species [93], but this transgressive effect may result in increased glucose utilization and reduced weight gain in F_1_s. To explore the molecular basis, transgressive genes that were upregulated in F_1_BC and F_1_CB were investigated. Interestingly, glycan degradation was identified as the top enriched pathway for both hybrids (Figure 5E). The glycolysis pathway was also overrepresented in the upregulated transgressive genes. These findings suggested that rapid glycan degradation and glucose utilization may explain the higher blood glucose level and reduced weight gain in the F_1_ hybrids in the small tank/aquarium environment.

### 4.6. Toward a Better Understanding of the Environment-Dependent Heterobeltiosis in Hybrid Catfish

The environment-dependent heterobeltiosis is an intriguing phenomenon. It is the first reported case in any vertebrate species, and it is of great interest in both evolutionary biology of heterosis and agriculture practice to enhance the catfish genetic stock. However, this is a complicated problem, and many aspects of it warrant further research. First of all, environmental variations can affect the status of heterosis. We have shown that in small tanks, channel catfish was the superior genetic type for growth and development. However, from the previous literature discussed in 4.3, this may not be the case under pathogenic infections, under which blue catfish and the C×B hybrids have better survival rates overall. Second, a “tank size” effect exists. In tanks larger than one cubic meter, heterobeltiosis was observed just as in the pond culture, independent of the fish density. Third, there might be an age, size, and density-dependent effect as well, since channel catfish grow the fastest during year 1 in low-density ponds, but hybrids grow faster than channel catfish in year 1 in high-density ponds. In contrast, this density-related relationship does not occur during year 1 growth in aquaria. To further complicate the situation, these factors interact with the genetic and epigenetic backgrounds of the four types, as well as neurological differences in complex social behavior, level of stress, physical activities, hormonal changes, innate immune attributes, feed intake and frequency, and flighting or tank hierarchy among individuals. Further studies are needed to disentangle these complex factors to elucidate the underlying mechanisms of this fascinating phenomenon.

## 5. Conclusions

Heterosis and heterobeltiosis are the genetic basis for production enhancement using interspecific hybrid breeding techniques. Hybrid catfish are superior in a number of production and disease-resistant traits, and they grow much faster than both channel catfish and blue catfish parents. Interestingly, this heterobeltiosis only occurs in pond culture, and channel catfish are superior in growth in smaller culturing units, such as tanks and aquaria. This research investigated this intriguing environment-dependent heterosis, and identified three potential mechanisms of this phenomenon: (1) significantly lower lysozyme activity and alternative complement activity discovered in channel catfish may reduce the energy cost of immune function to promote growth; (2) fatty acid metabolism/transport pathways were enriched in channel catfish upregulated genes, which may explain the faster growth of channel catfish than the other three genetic types; (3) F_1_ hybrids had elevated blood glucose levels compared to channel catfish, which may result from liver glycan degradation. Collectively, these gene expression and physiological differences contributed to the lack of heterosis in the tank culture environment. For the first time, this study provided insights into the regulation of environment-dependent heterosis in a vertebrate model. Further studies are needed to determine when and how the heterobeltiosis happened after the tank-pond environment transition.

## Figures and Tables

**Figure 1:**
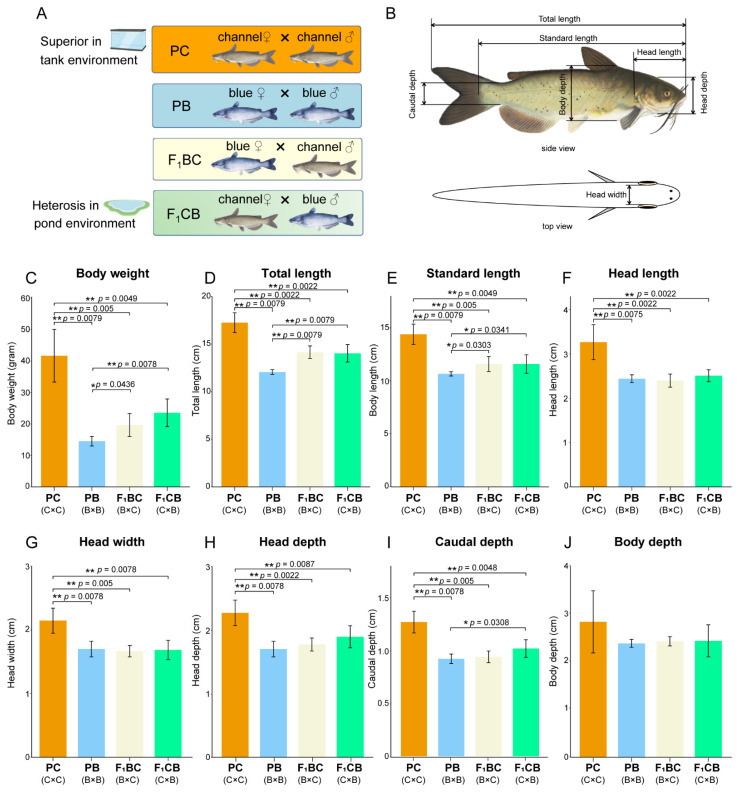
Morphometric measurements of channel catfish (C), *Ictalurus punctatus*, blue catfish (B), *I. furcatus,* and their reciprocal F1 hybrids raised in the tank environment. (**A**) Schematic illustration of four genetic cross types: channel catfish (C) parental cross (PC), blue catfish (B) parental cross (PB), blue catfish female × channel catfish male hybrids (F_1_BC), and channel catfish female × blue catfish male hybrids (F_1_CB) (**B**); Morphometric traits measured in this study: body weight (**C**); total length (**D**); body length (**E**); head length (**F**); head width (**G**); head depth (**H**) caudal depth (**I**); and body depth (**J**). Statistical significance was assessed by nonparametric Mann-Whitney U test (*, *p* < 0.05; **, *p* < 0.01;). The different colors representing the four genetic types were used consistently in this and subsequent figures.

**Figure 2:**
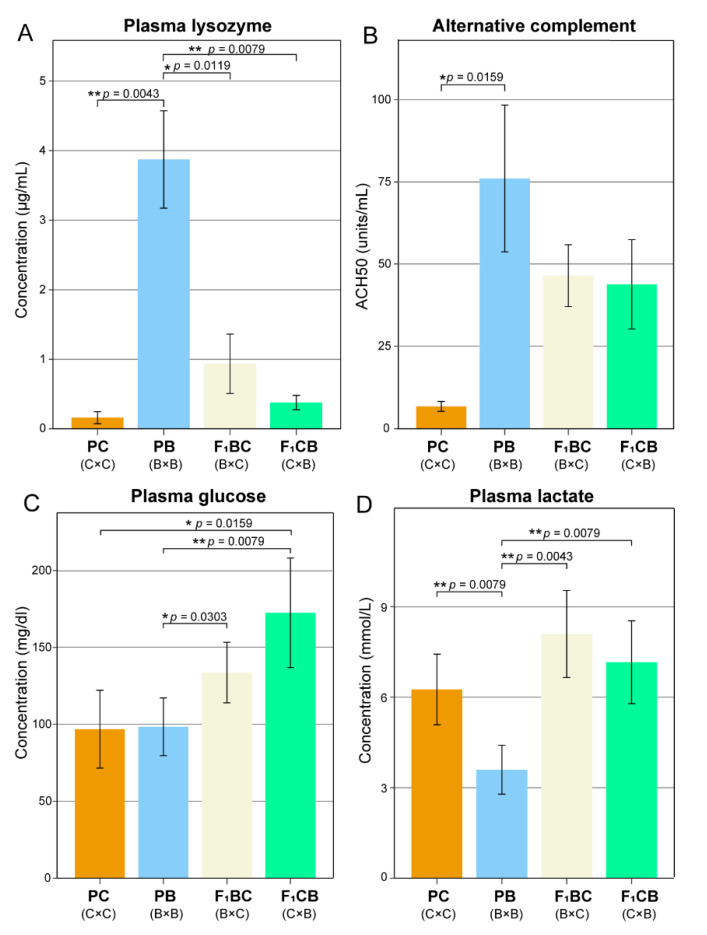
Plasma biochemical and immunological measurements in channel catfish (C), *Ictalurus punctatus*, blue catfish (B), *I. furcatus,* and their reciprocal F_1_ hybrids raised in the tank environment. Plasma lysozyme activity (**A**); alternative complement pathway hemolytic activity (**B**); plasma glucose level (**C**); and plasma lactate level (**D**) were measured in channel catfish parental cross (PC), blue catfish parental cross (PB), blue catfish female × channel catfish male hybrids (F_1_BC), and channel catfish female × blue catfish male hybrids (F_1_CB). Statistical significance was assessed by non-parametric Mann–Whitney U test (*, *p* < 0.05; **, *p* < 0.01).The different colors representing the four genetic types were used consistently in this and subsequent figures.

**Figure 3:**
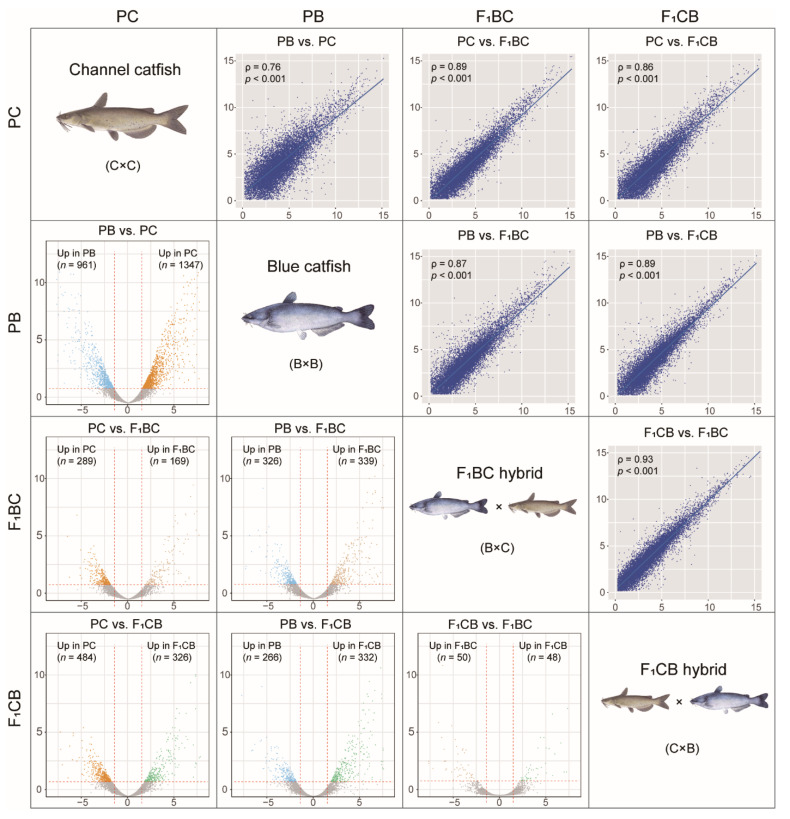
Transcriptome-wide gene expression correlation and differentially expressed genes in the liver among channel catfish (C), *Ictalurus punctatus*, blue catfish (B), *I. furcatus*, and their reciprocal F_1_ hybrids raised in the tank environment (***diagonal panels***). ***Bottom-left*** panels: volcano plots of six pairwise comparisons among the four genetic types from channel catfish parental cross (PC), blue catfish parental cross (PB), blue catfish female × channel catfish male hybrids (F_1_BC), and channel catfish female × blue catfish male hybrids (F_1_CB). Differentially expressed genes (DEGs) are highlighted (FDR < 0.05). The *x*-axis stands for log_2_ fold changes, and the *y*-axis represents −log_10_(*p*-value). The vertical lines indicate |log_2_FoldChange| = 1.5. ***Upper-right*** panels: scatterplots of the log_2_ (RKPM) values for six pairwise comparisons among the four genetic types. Spearman’s rank correlation coefficient *ρ* and the corresponding *p*-values are labeled.

**Figure 4:**
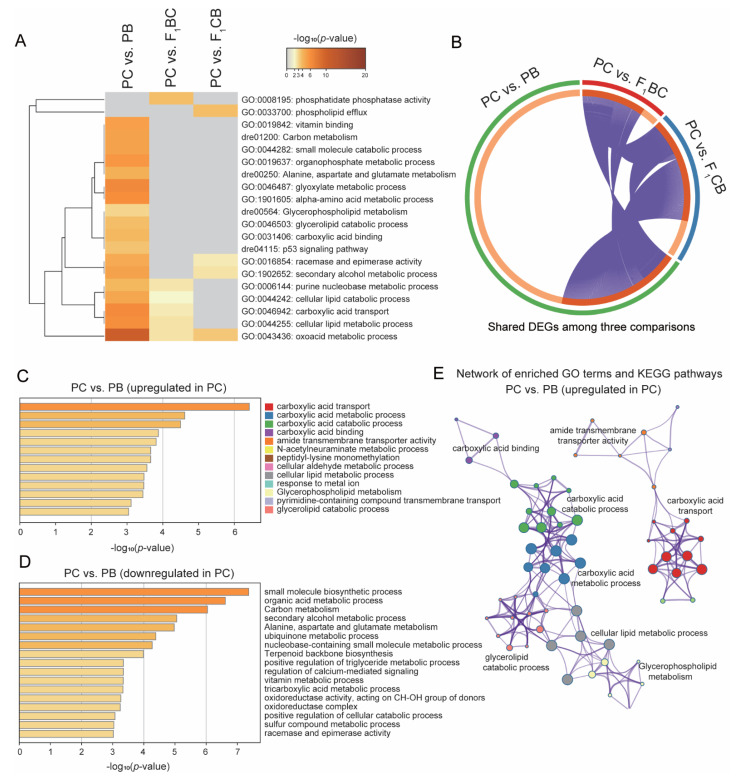
Pathway enrichment analysis of liver Differentially Expressed Genes (DEGs) between channel catfish *Ictalurus punctatus* parental cross (PC) and three other genetic types (PB: blue catfish *I. furcatus* parental cross, blue catfish female × channel catfish male hybrids (F_1_BC), and channel catfish female × blue catfish male hybrids (F_1_CB). (**A**) Hierarchical clustering of significant gene ontology terms shared in at least two of the three comparisons (PC vs. PB, PC vs. F_1_BC, and PC vs. F_1_CB); (**B**) A circular plot of shared DEGs in the three comparisons; (**C**,**D**) Enriched functional categories for upregulated genes in PC compared to PB (**C**) and downregulated genes in PC compared to PB (**D**); Enrichment scores measured by −log_10_(*p*-value) were shown on the *x*-axis; (**E**) A plot of enriched term network for upregulated genes in PC. GO terms were represented by the same color dots as in (**C**), and the interconnectivity was represented by the edges.

**Figure 5:**
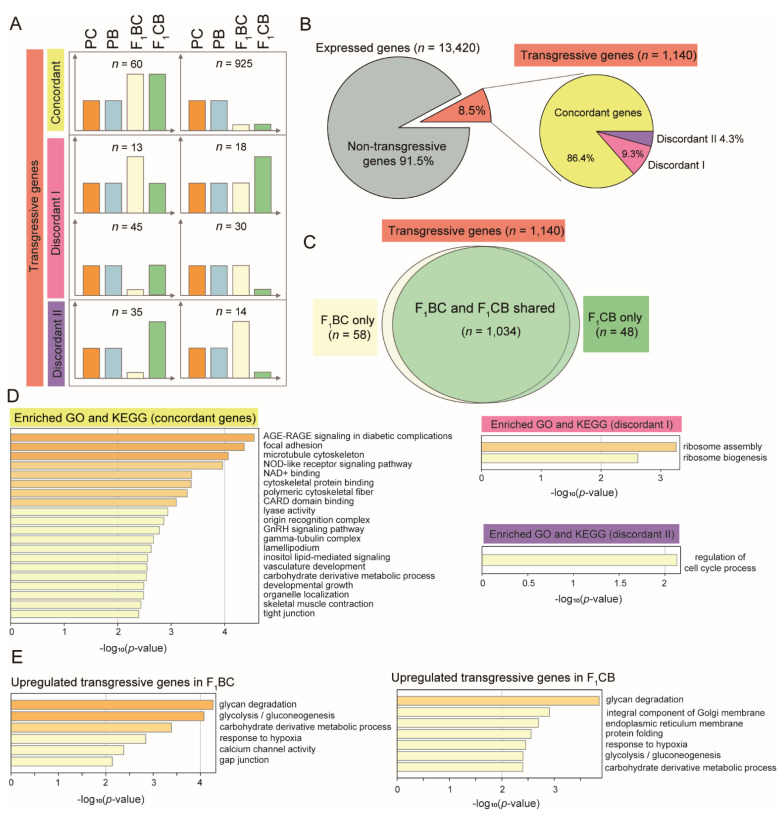
Identification and functional enrichment analysis of liver transgressive genes in the reciprocal hybrids of channel catfish, *Ictalurus punctatus*, and blue catfish, *I. furcatus*. (**A**) Definition of different classes of transgressive genes based on the gene expression levels in channel catfish parental cross (PC), blue catfish parental cross (PB), blue catfish female × channel catfish male hybrids (F_1_BC), and channel catfish female × blue catfish male hybrids (F_1_CB). The *y*-axis represents relative gene expression levels. The gene counts were labeled for each class; (**B**) Piechart of transgressive gene distributions in hybrid catfish; (**C**) Venn diagram of transgressive genes in F_1_BC and F_1_CB hybrids; (**D**) Enriched functional categories for concordant and discordant transgressive genes; (**E**) Enriched functional categories for upregulated transgressive genes in F_1_BC and F_1_CB hybrids. Enrichment scores measured by −log_10_(*p*-value) were shown on the *x*-axis.

**Figure 6:**
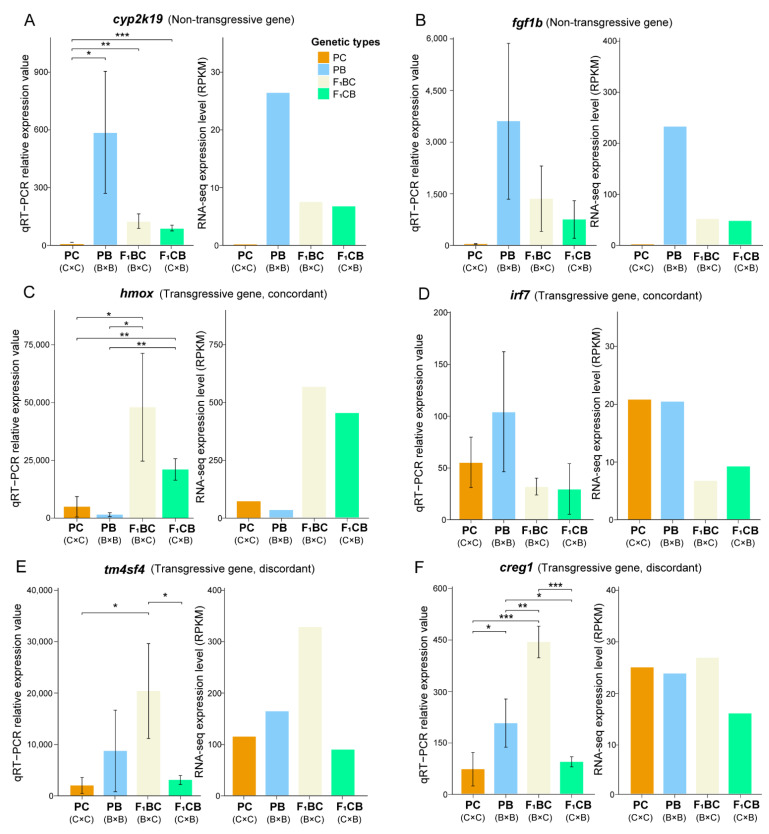
Quantitative reverse transcription PCR validation of differentially expressed genes and transgressive genes. PC: channel catfish *Ictalurus punctatus* parental cross; PB: blue catfish I. furcatus parental cross; F_1_BC: blue catfish female × channel catfish male hybrids; F_1_CB: channel catfish female × blue catfish male hybrids. Barplots of qRT-PCR relative quantification and RNA-seq RPKM values (Reads Per Kilobase of transcript per Million mapped reads) for non-transgressive genes *cyp2k1* (**A**) and *fgf1* (**B**), concordant transgressive genes *hmox* (**C**) and *irf7* (**D**), and discordant transgressive genes *tm4sf4* (**E**) and *creg1* (**F**). Mann–Whitney U test was used to assess the statistical significance (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001).

## Data Availability

The raw RNA-seq data is available at NCBI GEO (Gene Expression Omnibus) databases under the accession number GSE186603.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology11010117/s1. Figure S1: Morphometric measurements of channel catfish (C), *Ictalurus punctatus*, blue catfish (B), *I. furcatus*, and their reciprocal F1 hybrids raised in the tank environment, standardized by total length (TL); Figure S2: Radar plot of seven body metrics in channel catfish (C), *Ictalurus punctatus*, blue catfish (B), *I. furcatus*, and their reciprocal F1 hybrids raise in the tank environment; Table S1: Comparison of morphometric measurements for blue catfish, channel catfish, and their reciprocal hybrids in the tank environment; Table S2: Biochemical and immunological assays in blue catfish, channel catfish, and their reciprocal hybrids cultured in the tank environment; Table S3: Liver sample RNA sequencing yield, quality control, and alignment statistics; Table S4: Numbers of significantly differentially expressed genes (DEGs) in pairwise comparisons among four genetic types (PB, PC, F_1_BC, and F_1_CB); Table S5: List of primer sequences for quantitative reverse transcription PCR validation; Data S1: Raw measurements of morphometric characteristics for 10-month blue catfish, channel catfish, and their reciprocal hybrids cultured in the tank environment; Data S2: Raw biochemical and immunological measurements in blue catfish, channel catfish, and their reciprocal hybrids cultured in the tank environment; Data S3: List of differentially expressed genes from pairwise comparisons among PB, PC, F_1_BC, and F_1_CB; Data S4: List of transgressive genes in blue-channel catfish hybrids. Supplemental Data files are available at github.com/XuWangLab/2021_catfish_hybrid_heterosis_sppData (last accessed on 5 January 2022).

How the deposited data were processed for this re-analysis (not part of the article)

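RNA of 8 livers was measured, 2 from each of the 4 genetic types PC, PB, F_1_BC and F_1_CB, at 12 months of age. The authors prepared libraries from polyadenylated RNA, sequenced them as paired ends, trimmed the reads with Trimmomatic, mapped them with TopHat to the channel catfish genome and counted them on gene models with BedTools. The genome build is not given in the sources used here, and neither is whether the counting used the strand. The sample labels name a strand-specific version of the library kit and the paper does not, so genes that overlap on opposite strands are treated as uncertain. The authors then used edgeR to scale the counts and to test for DEGs.

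The deposited values are called RPKM by the authors, but they behave as CPM: each library sums to between 996838 and 998652, and division by the listed transcript length would move the median difference from the authors' own average log2 value from -0.0089 to -1.68. The authors also deposited 1 column of log2 values per gene, the average over all libraries, which was used only for this check (Pearson correlation across genes 1.00). The design had assumed RPKM. With CPM the same test was used, since both are scaled values without whole counts, and the threshold of 1 and the pseudocount of 0.5 were applied on the CPM scale. Values divided by transcript length, and correlations over genes above 1 CPM in every type, were added as alternatives after the data were seen. Whole reads could not be recovered from the low values, so count tests were not run. The authors' table of sequencing yield is not used here, and the precision of a value is judged only from the spread between the 2 livers of a type.

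Genes with a mean over 1 CPM in at least 1 type were analysed, 13420 in all. Differences between types were tested with limma on log2(CPM + 0.5), with an intensity trend in the prior variance and all 8 libraries in a single fit, because 2 livers per type leave too few degrees of freedom for a fit of 2 types alone. The p-values were adjusted by the Benjamini-Hochberg method within each of the 6 comparisons. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1.5, the thresholds of the paper. The difference of a hybrid from the mid-parent value was taken in the same fit, with the mean of the parents on the log2 scale. Where the parents differ, this value lies below their mean in CPM, at which the simulated hybrids were placed. Spearman correlations were computed between type means across genes. Transgressive genes were found by the rule of the paper, a type mean over 1.2 times the higher parent or under 0.8 times the lower parent. They were set beside 100 draws of simulated hybrids placed at the mean of the parental levels before the log2. Each draw simulated all 8 libraries, parents included, around the observed parental means with the spread of the limma fit. Both hybrids of a draw shared the same simulated parents. Overlaps between comparisons with PC were set beside 20 simulations of unchanged types, in which the comparisons shared their simulated PC libraries.

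Gene lists of fatty acid metabolism and transport, phospholipid efflux, phosphatidate phosphatase, glycan degradation, glycolysis and gluconeogenesis, and lysozyme and complement were tested with limma's camera, with a preset correlation of 0.01, and its results were adjusted over 10 tests. These lists came from general knowledge of the proteins and are not the GO and KEGG annotation of the paper, which is not used here. The camera test asks whether a list differs in direction from the other genes. Over-representation of a list among DEGs or transgressive genes, the kind of result the paper reports, was not tested. Lists of pancreatic, red blood cell, egg yolk and housekeeping genes served as checks of the livers. A second pancreatic list and lists of genes raised by fasting and of sterol and lipid synthesis were written after the first values had been seen. The 6 comparisons, their test and thresholds, the other gene lists and all alternatives except the 2 named above as added were fixed before the data were examined. Tests of explanations that were chosen or changed later are named as such where they are reported.

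The text names every gene measured by qRT-PCR. It also names the 3 genes with the largest log2 fold change in each direction between PC and PB and the largest in each direction of every other comparison, among DEGs whose livers do not overlap between the types. Further named genes are the 3 concordant genes in each direction farthest from the nearer parent, where all hybrid livers lie beyond all parental livers, and at most 5 members of a list that were DEGs in the comparison for which the list was tested. The genes fasn, scdb, aclya, igfbp1b and TSC22D3 and the genes named for proportional values were chosen after their values were seen.

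The alternatives were pseudocounts of 0.1 and 1, no filter on low values and a filter at 5 CPM, median-of-ratios scaling and quantile normalization, fits of the compared types alone, the replicate number as a block, no trend in the prior variance, a single threshold in place of both, other tests for the lists, other margins and rules for transgressive genes, and each of the 8 libraries left out in turn. Simulated data were made from the mean of each gene over all 8 libraries and the spread of the single fit. A gene had the same spread in every type, so unequal spread between types was not tried. The test for DEGs was tested on these data between PC and PB, with 13420 genes of which 200 were changed in PC. It recovered 27.5% of changed genes at a log2 change of 2, 86.5% at 3 and 89.5% at 4, all with the right sign, and called 3, 9 and 9 unchanged genes. The rule for transgressive classes placed all 1200 simulated genes in the class they were made with. Outliers within a type were not tested, since each type has 2 livers.

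The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Growth, plasma and qRT-PCR measurements are not analysed here.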

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

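All tests in this part except the comparison of F_1_CB with F_1_BC were chosen after the results had been seen.

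The 20 genes that differed between F_1_CB and F_1_BC are given here because the crosses carry the same nuclear genomes and a test of their difference was passed. The count was 18 after median-of-ratios scaling and 16 after quantile normalization, while it lay between 3 and 30 with each library left out, 3 without replicate 2 of F_1_CB and 5 without either replicate of F_1_BC. In some of these genes each hybrid was near the level of the species of its sire. The gene igfbp1b had 20.2 ± 7.89 CPM (mean ± SD, n = 2) in F_1_BC and 15.0 ± 6.24 CPM in PC, but 381 ± 200.1 CPM in F_1_CB and 636 ± 279.9 CPM in PB. TSC22D3 had 96.0 ± 36.4 CPM in F_1_BC and 129 ± 9.75 in PC, against 498 ± 8.80 in F_1_CB and 768 ± 64.8 in PB. The genes foxa3 and zbtb41 went the other way, with each hybrid near the level of the species of its dam (zbtb41 had 7.30 CPM in F_1_BC and 3.97 in PB, and 78.7 in F_1_CB and 99.6 in PC). By the mean on the log2 scale, each hybrid was nearer to the species of its sire in 11 of the 20 genes and to that of its dam in 5, and in 4 both hybrids were nearer to the same species. In 6 of the 20, namely ret2, afp4, FABP2, slc16a9b, efhb and ENSIPUG00000003052, the mean of F_1_BC was over 20% above the higher parent. The mean of F_1_CB was so in zgc:162608, si:dkey-103g5.3, pnp5a and ENSIPUG00000012343. Some means were over 20% below the lower parent, among them those of foxa3 in F_1_BC and of coro1cb in F_1_CB. Over the 2122 DEGs between PC and PB, F_1_BC lay nearer to PC than F_1_CB did in 59.8% of genes, and in 61.1% after median-of-ratios scaling, so a difference in library scaling is argued against. On a scale from 0 at PB to 1 at PC, the median positions of the livers were 0.561 and 0.468 in F_1_BC and 0.462 and 0.425 in F_1_CB. In all 4 pairs of libraries the F_1_BC liver was nearer to PC, but the gap between the crosses, 0.0059, was smaller than the largest difference within a cross, 0.0929, so an effect of a single hybrid library cannot be told apart from a difference between the crosses. The demand on this gap was added after the values were seen, and without it a single library would have been argued against. A parent-of-origin effect may be a candidate explanation, as may the tank, the families of the fish or an exchange of the labels of the crosses, and none of these was tested.

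FABP2 was singled out from these genes after its values were seen. It had 98.3 and 112 CPM in the livers of F_1_BC, against 9.01 and 0.510 in F_1_CB, 16.4 and 4.69 in PB, and 0.644 and 0.266 in PC. Reads shared with fabp3, fabp10a or fabp11a, whose highest library was above that of FABP2, are argued against. Among them the largest ratio of an F_1_BC to a F_1_CB library was 2.97, in fabp10a, while even the lowest F_1_BC library of FABP2 was 10.9 times its highest F_1_CB library. For fabp1 this ratio was 3.24, but its values were proportional to those of the adjacent gene smyd1b, so how many of the reads are its own is uncertain, and reads shared with fabp1 cannot be told apart from expression of FABP2. These ratios replaced the test written first, a correlation over the 8 libraries (highest 0.566, for fabp1), which had left the question undecided. FABP2 differed between the crosses (log2 fold change -5.09, adjusted p = 0.0461 from limma). What made it differ was not tested. The cross and the tank are not the only causes left open, since the tissue content of the samples was not examined for this gene.

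Pancreatic digestive enzyme genes, which the paper does not discuss, gave a signal in every library. The trypsin gene prss1 reached 1729.6 CPM in PC replicate 2 and was 155 CPM in PC replicate 1. In PB it was 633 and 1173 CPM, in F_1_BC 522 and 90.8 CPM, and in F_1_CB 262 and 1533 CPM. No liver was a control for this signal. All 12 genes of the list that were found, each over 1 CPM in at least 1 type, moved together. They were lower in replicate 1 than in replicate 2 in PC, PB and F_1_CB, with median log2 differences of -4.13, -1.09 and -2.77, and higher in replicate 1 in F_1_BC, with 2.04. Library scaling is argued against, since in every type the difference was at least 4.89 times the difference in library scale. Pancreatic tissue in some of the liver samples is a candidate explanation. Of 7 further pancreatic genes, sycn.1 moved as the list did in all 4 types, pdia2 and bhlha15 in 3, rbpjl, gcga and ins in 2, and PNLIPRP2 in 1. Over the 4 differences between replicates, too few for a test, the median correlation of these genes with the list was 0.29, at the 60.7th percentile of 10000 random lists. Pancreatic tissue and a change of these genes in the liver itself therefore cannot be told apart, because the second list went both ways. The design names no condition that differs between livers of a type, so no biological explanation was tested.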

How the results depend on the processing

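Values divided by transcript length, and the correlation over genes above 1 CPM in every type, were chosen after the data were seen, and all other alternatives before. Except where it is stated below, the cause of a change was not tested. Of the 608 values that summarise a comparison under an alternative, 435 kept their direction and their side of the threshold and stayed within the limit for counts, 143 counts or correlations moved beyond it, 16 list medians reversed, 13 list tests no longer passed and 1 passed only under the alternative. Of the values of single genes, 584 were unchanged in this sense, 79 no longer passed and 3 passed only under the alternative, and no gene changed its direction.

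The counts of DEGs moved with the fit. In fits of the compared types alone they were 1374 for PC and PB, 30 for PC and F_1_BC, 100 for PC and F_1_CB, 481 for PB and F_1_BC and 39 for F_1_CB and F_1_BC, and 16 genes were shared by the comparisons with PC. With no trend in the prior variance, 171 genes passed for PC and F_1_CB, 198 for PB and F_1_BC and 10 for F_1_CB and F_1_BC. After division by transcript length, 127 passed for PB and F_1_CB and 9 for F_1_CB and F_1_BC. With the fold change alone, 1297, 1685, 1455 and 1182 genes passed for PC and F_1_BC, PC and F_1_CB, PB and F_1_BC, and PB and F_1_CB, with 542 for F_1_CB and F_1_BC and 495 shared. The adjusted p alone, both pseudocounts, both filters and both scalings left the 6 counts within 1.5 times their values. The order with PC and PB first held under every alternative.

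Livers with the same replicate number were not treated as pairs, since they did not deviate together in all pairs of types. The correlations of their deviations across genes were 0.118 for PC and PB, 0.144 for PC and F_1_CB, 0.129 for PB and F_1_CB, 0.106 for PB and F_1_BC, 0.068 for PC and F_1_BC and -0.010 for F_1_BC and F_1_CB. A fit with the replicate block gave 2419 DEGs for PC and PB, 322 for PC and F_1_BC, 711 for PC and F_1_CB, 612 for PB and F_1_BC, 354 for PB and F_1_CB and 27 for F_1_CB and F_1_BC, with 160 shared by the comparisons with PC and 3 of the 6 qRT-PCR genes past the threshold in all their comparisons, against 2 without the block. Under the block 315 of the DEGs between PB and F_1_BC were higher in PB and 297 in F_1_BC.

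With each library left out in turn, the type left with 1 liver was assumed to vary like the others. The lowest and highest counts of DEGs were 928 (without PB replicate 2) to 2568 (without PC replicate 2) for PC and PB, 18 (without F_1_BC replicate 2) to 399 (without PC replicate 2) for PC and F_1_BC, 29 (without F_1_CB replicate 2) to 1104 (without PC replicate 2) for PC and F_1_CB, 63 (without PB replicate 2) to 535 (without PC replicate 2) for PB and F_1_BC, 44 (without F_1_CB replicate 1) to 316 (without PC replicate 2) for PB and F_1_CB, and 3 (without F_1_CB replicate 2) to 30 (without PC replicate 2) for F_1_CB and F_1_BC. The shared DEGs ranged from 12 (without F_1_BC replicate 2) to 287 (without PC replicate 2). Leaving out PC replicate 2 raised all 6 counts, and leaving out any PB or hybrid library lowered all 6.

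A filter at 5 CPM, which removes weakly expressed genes, moved Spearman correlations by more than the SD over pairs of single libraries. This SD lay between 0.0216 and 0.0454 for the pairs of types named here. The values were 0.68 for PC and PB, 0.858 and 0.826 for PC with F_1_BC and F_1_CB, and 0.83 and 0.86 for PB with them. After division by length, those past the SD were 0.717 for PC and PB and 0.871 for PB and F_1_CB. Of these values only 0.68 lay outside the range over pairs of single libraries, whose lowest value for PC and PB was 0.685. With a library left out, the ranges were 0.719 (without PC replicate 2) to 0.791 (without PC replicate 1) for PC and PB, 0.851 (without PC replicate 2) to 0.903 (without F_1_BC replicate 2) for PC and F_1_BC, 0.813 (without PC replicate 2) to 0.887 (without PC replicate 1) for PC and F_1_CB, 0.838 (without PB replicate 1) to 0.89 (without PB replicate 2) for PB and F_1_BC, 0.86 (without PB replicate 1) to 0.894 (without PB replicate 2) for PB and F_1_CB, and 0.900 (without F_1_CB replicate 1) to 0.938 (without F_1_CB replicate 2) for F_1_CB and F_1_BC. PC and PB stayed the lowest pair and the hybrids the highest in all of these. The number of expressed genes stayed within 1.5 times its value under all alternatives.

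The transgressive classes moved with the rule. A 50% margin gave 2286 transgressive genes, 364 concordant, 75 higher and 289 lower (79.4% lower), 1890 discordant I and 32 discordant II, with 17.3% in both hybrids. No margin gave 4079 concordant, 503 higher and 3576 lower, 1027 discordant II and 55.7% in both. A lower bound of the lower parent divided by 1.2 gave 37.5% in both. With every hybrid library beyond every parental library there were 1672 genes, 226 concordant, 19 higher and 207 lower, 1437 discordant I, 9 discordant II and 14.1% in both. Tests against each parent with limma, with or without the fold change threshold, gave 9 genes, 1 concordant and higher, 0 lower (a share of 0%), 8 discordant I and 0 discordant II, and 11.1% in both. At an unadjusted p under 0.05 these tests gave 5 concordant higher, 42 concordant lower and 0 discordant II genes. A concordant class in which the other hybrid lay beyond both parents by any amount held 3518 genes, 406 higher and 3112 lower, which left 2538 discordant I and 59.9% in both.

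Median-of-ratios scaling gave 532 higher and 896 lower concordant genes (62.7% lower, 30.2% in both hybrids), and quantile normalization 532 and 844 (61.3% and 30.3%). A filter at 5 CPM, which leaves fewer genes, gave 4209 transgressive genes, 1174 concordant, 115 higher, 1059 lower, 170 discordant II and 31.9% in both, and genes over 1 CPM in every type gave 32.6% in both. Replicate 1 of each type alone gave 508 higher genes, 75.2% lower, 176 discordant II and 37.8% in both, and replicate 2 alone gave 322 higher and 647 discordant II genes. With each library left out, higher concordant genes ranged from 192 (without F_1_CB replicate 1) to 367 (without PC replicate 2), discordant II genes from 192 (without F_1_CB replicate 2) to 677 (without F_1_CB replicate 1), the lower share from 81.8 (without PB replicate 2) to 92.5 (without F_1_CB replicate 2)% and the share in both from 32.2 (without PB replicate 2) to 43.2 (without F_1_CB replicate 2)%. Without PB replicates 1 and 2 the higher concordant genes were 301 and 289. Counts of transgressive, concordant, concordant lower and discordant I genes stayed within 1.5 times their values with any library left out.

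Among the list tests, those that had passed with the preset correlation no longer did with an estimated one. The lists kept their medians, -0.14 for fatty acid genes between PC and F_1_BC, -0.003 for glycan degradation in F_1_BC, and 0.16 and 0.26 for glycolysis in F_1_BC and F_1_CB, each with an adjusted p of 0.272 from limma's camera. With limma's fry the adjusted p was 0.964, 0.703, 0.964 and 0.703. Quantile normalization weakened glycolysis to adjusted p of 0.0983 and 0.0635 from limma's camera, with medians of 0.24 and 0.33. Over all alternatives, the adjusted p from limma's camera and fry ranged for the list of fatty acid genes between PC and F_1_BC from 0.0036 to 0.964 and for glycan degradation in F_1_BC from 0.0022 to 0.703. The median of the glycan list reversed in F_1_BC to 0.35 with median-of-ratios scaling and 0.39 with quantile normalization, and in F_1_CB to 0.022 and 0.058. With each library left out, the glycan median in F_1_BC ranged from -0.0030 (without either F_1_CB library) to 0.32 (without F_1_BC replicate 1). The fatty acid medians ranged from -0.45 (without PB replicate 2) to 0.10 (without PB replicate 1) between PC and PB, from -0.27 (without PC replicate 2) to 0.063 (without PC replicate 1) between PC and F_1_BC, and from -0.12 to 0.12 (without the same libraries) between PC and F_1_CB. Phospholipid efflux genes ranged from -0.71 (without PC replicate 2) to 0.016 (without PC replicate 1). Glycolysis in F_1_BC ranged from -0.010 (without PC replicate 1) to 0.25 (without F_1_BC replicate 2), with -0.0017 without F_1_BC replicate 1, and in F_1_CB from 0.15 (without PC replicate 1) to 0.32 (without PB replicate 1). Phosphatidate phosphatase, lysozyme and complement, and glycan degradation in F_1_CB kept the sign of their medians with each library left out.

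Of the 6 genes measured by qRT-PCR, cyp2k19 and fgf1b passed their tests under every alternative. The gene hmox in F_1_CB passed with the block (adjusted p = 0.0194 from limma) and without either PC library, and in F_1_BC it failed with no trend (adjusted p = 0.0892 from limma), after division by length (0.0548) and without either PB or F_1_BC library. The remaining genes passed in none of the fits. How far depth limits the genes with low values is not analysed here.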

Differences from the paper's values

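The alternatives named in this part as set before the data were examined are the fits, filters, scalings, thresholds and left-out libraries listed in the processing summary. The paper tested counts with edgeR, and the values here come from limma on scaled values.

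The paper's text gives the numbers of DEGs of the parent-hybrid comparisons as a range, and the panels of Figure 3 show which pair stands at each end. The paper's lower number, of PC and F_1_BC, is 458, and the value here is 108. Of the alternatives set before the data were examined, the replicate block (322) and the fit without PC replicate 2 (399) lie within 1.5 times the paper's value, and the others do not. The paper's upper number, of PC and F_1_CB, is 810 and the value here is 273. The replicate block (711) and the fit without PC replicate 2 (1104) lie within 1.5 times, and the others do not. Between PB and F_1_BC the paper shows about 670 in Figure 3, read by eye, and the value here is 306, with 481 in the fit of the 2 types alone, 612 with the replicate block, and 530 and 535 without PC replicates 1 and 2 within 1.5 times, and the others outside. Between PB and F_1_CB the paper shows about 600 in Figure 3, read by eye, against 191 here, and no alternative comes within 1.5 times. Between F_1_CB and F_1_BC the paper gives 98 and the value here is 20, with no alternative within 1.5 times. The number between PC and PB differed by less than 1.5 times, and PC and PB were the pair with most DEGs in both.

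The paper counts 1140 transgressive genes, 8.5% of expressed genes, and the values here are 6330 and 47.2%. Of the alternatives, only the margin met by every hybrid library against every parental library lies within 1.5 times (1672 genes and 12.5%). The paper states that over 90% of transgressive genes are shared by both hybrids, and the share here is 35.0%, with no alternative within 1.5 times. The paper's number of concordant genes is 985 and the value here is 1941. Median-of-ratios scaling (1428), quantile normalization (1376), the filter at 5 CPM (1174) and the restriction to genes over 1 CPM in every type (1378) lie within 1.5 times, and the others do not. Of concordant genes above both parents the paper gives 60 and the value here is 192, with the 50% margin (75) within 1.5 times and the others outside. Discordant I genes number about 110 in Figure 5, read by eye, against 4115 here, and discordant II genes 49 in the paper against 274 here, with no alternative within 1.5 times for either. The shares of lower genes among concordant genes and of discordant II genes among transgressive genes differed by less than 1.5 times.

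The Spearman correlations differed from the paper's by less than the SD over pairs of single libraries. Over genes above 1 CPM in every type, a filter chosen after seeing the values, they were 0.758 for PC and PB and 0.926 for F_1_CB and F_1_BC. The paper's values are 0.76 and 0.93. The number of expressed genes was the same as the paper's.

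Figure 3 of the paper shows more DEGs higher in PC than in either hybrid. Here 50 were higher in PC and 58 in F_1_BC, and 134 in PC and 139 in F_1_CB. More were higher in PC with a pseudocount of 1 (71 against 52, and 159 against 136), with the replicate block (211 against 111, and 433 against 278), without PC replicate 2 (224 against 175, and 617 against 487) and with the fold change alone (959 against 338, and 1096 against 589). Against F_1_BC this also held without replicate 1 of F_1_BC (15 against 14) and after division by transcript length, chosen after seeing the values (49 against 47). The directions in which most DEGs lay in the other 4 comparisons were the same as in the figure.

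The paper names glycan degradation as the leading term among the upregulated transgressive genes of F_1_BC and also among those of F_1_CB. Such genes lie above both parents, whereas the values here are differences from the mid-parent value. The list of glycan degradation genes used here, which is not the KEGG list, had 8 of 18 genes above the mid-parent value in each hybrid. After median-of-ratios scaling, and also after quantile normalization, 15 of 18 were above it in F_1_BC and 9 of 18 in F_1_CB. Its test was positive in F_1_BC (adjusted p = 0.00673 from limma's camera) and not past the threshold in F_1_CB (adjusted p = 0.837), and after median-of-ratios scaling both medians were above 0. The paper reports lipid metabolism among the terms of genes higher in PC than in PB. Of the 79 fatty acid genes here, 38 were higher in PC, and of the 20 that were DEGs 11 were higher in PC. These values concern direction, and over-representation among DEGs, which the paper reports, was not tested here. The classes the paper gives for the 6 qRT-PCR genes were the same here.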

Other observations

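The simulations of hybrids at the mid-parent value without library offsets, the count of splits of the libraries and the count of genes near 0 in a single species were planned, as were the tests of the glycolysis and the lysozyme and complement lists and the sums of the check lists, and the other tests in this part were chosen after the results had been seen.

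More concordant genes were below than above both parents (90.1% lower). The scaling of the libraries is a candidate explanation for most of this excess. The F_1_BC libraries had median-of-ratios factors of 0.924 and 0.813 and the F_1_CB libraries 0.901 and 1.08, against factors between 1.02 and 1.19 in the parents, and after this scaling 62.7% were lower. Hybrids simulated at the mid-parent value with the offsets of the real libraries gave 86.0% lower, against 36.2% without them. With the offsets the simulations gave a mean of 940 concordant lower genes, the highest draw being 1027, below the 1749 observed. Replicate noise around the mid-parent value, without offsets, gave a mean of 313 lower genes and at most 347. By the prediction written first this counts against noise alone. The reading was relaxed to undecided after the value was seen, because such a bound rests on the spread assumed in the simulation, which comes from 2 livers per type. A lower expression of many genes in hybrid livers, or of a few abundant genes in parental livers, stays open too and was not tested.

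The number of transgressive genes was 6330, and hybrids simulated at the mid-parent value, with the parental difference shrunk by the replicate spread, gave a mean of 4989 and at most 5103. Replicate noise may therefore account for a large part of the count, and how large cannot be told apart from true transgression with 2 livers per type. This reading too was relaxed to undecided after the value was seen. In the 2 replicates analysed separately, 40 genes were concordant and higher in both against 12.2 expected by chance, and 393 concordant and lower against 212.

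Between the 4 hybrid and the 4 parental libraries, 715 genes did not overlap, 51 higher and 664 lower in hybrids. Chance alone separates 2.86% of genes, or 383. Of the 35 splits of the 8 libraries into 4 and 4, 6 separated as many genes, the real split included, so chance cannot be excluded. Of the 5 other splits, 3 set both PC libraries against both PB libraries, so the difference between the species adds to their counts and they are not a reference free of real differences. The split with the most genes, 1390, joined PC with F_1_BC and PB with F_1_CB, that is, each hybrid with the species of its sire. The split by the species of the dam separated 767 genes.

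More DEGs were higher in PC (1224) than in PB (898). If blue catfish reads were lost on the channel catfish genome, genes under 1 CPM in both PB livers and over 5 CPM in both PC livers would outnumber the reverse. There were 87 such genes against 59, a ratio of 1.47, and 16 against 13 for genes under 0.1 CPM. Loss of reads may contribute, but a true absence of expression in a species would give the same values, so the 2 cannot be told apart. The excess was not limited to such genes, with 529 DEGs higher in PC and 366 in PB among those with both parental means over 5 CPM. Complete loss of the reads of a gene does not account for these, while partial loss stays open. In the 87 genes the median level of F_1_BC was 0.2501 and that of F_1_CB 0.297 of the PC level. In the 59 genes the medians were 0.242 and 0.291 of the PB level.

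The 2 livers of PC differed in genes of lipid synthesis. Levels in replicates 1 and 2 were 18.0 and 546 CPM for fasn, 122 and 1522 CPM for scdb, and 20.2 and 256 CPM for aclya, a median log2 difference of -3.64. Library scaling is argued against, since this is 47.5 times the difference in library scale of the 2 livers. Feeding state is a candidate explanation. Of 19 genes raised by fasting, 10 were higher in replicate 1, with a median log2 difference of 0.08, at the 61.3rd percentile of 10000 random lists. Of 19 sterol and lipid synthesis genes, 8 were higher in replicate 1, with a median of -0.17, at the 27.5th percentile. Both lists went both ways, so feeding state cannot be told apart from other differences between the 2 fish, and the design names none.

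Some genes that are adjacent in the order of the deposited table had proportional values. Of 879 adjacent pairs with all libraries over 5 CPM, 40 had a log2 ratio that varied by an SD under 0.15 across the libraries, against a mean of 0.1 and at most 1 in 100 sets of random pairs. Reads counted on both of 2 overlapping genes are a candidate explanation that these values are in line with. Among the pairs were fabp1 with smyd1b, nduc2 with thrsp, at means of 7502 and 6878 CPM, emc9 with irf9, and PSMA7 with lsm14b. The values of such genes are uncertain, because the table gives no coordinates. No biological explanation was tested.

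The list of 34 glycolysis and gluconeogenesis genes was tested because the paper links glycan breakdown in the liver to blood glucose, which is not analysed here. In F_1_BC the median log2 difference from the mid-parent value was 0.16 and the mean -0.02, with 19 genes higher and a positive test (adjusted p = 0.00673 from limma's camera), and in F_1_CB 0.26 and 0.15, with 21 genes higher (adjusted p = 0.00673). After median-of-ratios scaling both tests passed (adjusted p = 0.00957 from limma's camera for each), with medians of 0.50 in F_1_BC and 0.43 in F_1_CB, means of 0.32 in both, and 24 and 23 genes higher. Neither call held with an estimated correlation, with limma's fry or with quantile normalization. Neither passed when PC replicate 1 was left out (medians -0.010 and 0.15). The test for F_1_BC also failed without replicate 2 of F_1_BC (adjusted p = 0.0768 from limma's camera) and that for F_1_CB without replicate 1 of F_1_CB (0.0809 from limma's camera). Over all genes and when adjusted over the list alone, 0 genes passed in limma in either hybrid, and 4 and 10 had an unadjusted p under 0.05.

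The paper measures lysozyme and complement in plasma, which is not analysed here. In the liver libraries, 4 of 13 lysozyme and complement genes were higher in PC than in PB, with a median log2 difference of -0.21 and a mean of -0.26 (adjusted p = 0.478 from limma's camera). Over all genes 1 member passed both thresholds, and 6 had an adjusted p under 0.05 when adjusted over the list alone. The complement gene c5 had 1836 ± 1147 CPM (mean ± SD, n = 2) in PC and 559 ± 123 in PB (log2 fold change 1.58, adjusted p = 0.0307 from limma), and it failed without PC replicate 1 (0.89), PB replicate 1 (1.80), PB replicate 2 (1.35) or either F_1_CB library. It also failed after median-of-ratios scaling (adjusted p = 0.0517 from limma), in the fit of PC and PB alone (0.0871 from limma) and with no trend (0.0637 from limma).

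Summed CPM of 10 red blood cell genes was 2427 and 5312 in replicates 1 and 2 of PC, 2418 and 10214 in PB, 2856 and 1952 in F_1_BC, and 1318 and 2379 in F_1_CB. Of the list of egg yolk and egg envelope genes only esr1 was found, at 0.461 to 1.95 CPM. Summed housekeeping genes lay between 7857 and 12518 CPM.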
